# Reprogramming of the developing heart by Hif1a-deficient sympathetic system and maternal diabetes exposure

**DOI:** 10.3389/fendo.2024.1344074

**Published:** 2024-03-05

**Authors:** Hana Kolesova, Petra Hrabalova, Romana Bohuslavova, Pavel Abaffy, Valeria Fabriciova, David Sedmera, Gabriela Pavlinkova

**Keywords:** mouse model, maternal diabetes, coronary arteries, sympathetic neurons, cardiac sympathetic system

## Abstract

**Introduction:**

Maternal diabetes is a recognized risk factor for both short-term and long-term complications in offspring. Beyond the direct teratogenicity of maternal diabetes, the intrauterine environment can influence the offspring’s cardiovascular health. Abnormalities in the cardiac sympathetic system are implicated in conditions such as sudden infant death syndrome, cardiac arrhythmic death, heart failure, and certain congenital heart defects in children from diabetic pregnancies. However, the mechanisms by which maternal diabetes affects the development of the cardiac sympathetic system and, consequently, heightens health risks and predisposes to cardiovascular disease remain poorly understood.

**Methods and results:**

In the mouse model, we performed a comprehensive analysis of the combined impact of a *Hif1a*-deficient sympathetic system and the maternal diabetes environment on both heart development and the formation of the cardiac sympathetic system. The synergic negative effect of exposure to maternal diabetes and *Hif1a* deficiency resulted in the most pronounced deficit in cardiac sympathetic innervation and the development of the adrenal medulla. Abnormalities in the cardiac sympathetic system were accompanied by a smaller heart, reduced ventricular wall thickness, and dilated subepicardial veins and coronary arteries in the myocardium, along with anomalies in the branching and connections of the main coronary arteries. Transcriptional profiling by RNA sequencing (RNA-seq) revealed significant transcriptome changes in *Hif1a*-deficient sympathetic neurons, primarily associated with cell cycle regulation, proliferation, and mitosis, explaining the shrinkage of the sympathetic neuron population.

**Discussion:**

Our data demonstrate that a failure to adequately activate the HIF-1α regulatory pathway, particularly in the context of maternal diabetes, may contribute to abnormalities in the cardiac sympathetic system. In conclusion, our findings indicate that the interplay between deficiencies in the cardiac sympathetic system and subtle structural alternations in the vasculature, microvasculature, and myocardium during heart development not only increases the risk of cardiovascular disease but also diminishes the adaptability to the stress associated with the transition to extrauterine life, thus increasing the risk of neonatal death.

## 1 Introduction

The cardiac sympathetic system is a part of the autonomic nervous system that controls heart performance. This regulation is dependent on accurate connections between postganglionic sympathetic neurons and the heart, which is established during embryonic and postnatal development. Abolishing sympathetic system function affects survival due to cardiac failure (1–3). Most sympathetic postganglionic neurons innervating the heart are located in the stellate ganglion, with a smaller number present in the middle cervical and upper thoracic sympathetic ganglia of the sympathetic chains (4). Postganglionic neurons in these ganglia receive terminals from cardiac sympathetic preganglionic neurons in the upper thoracic spinal segments. Sympathetic innervation density is variable between regions both across and within the heart muscle layers and between the chambers of the heart (5). The highest density of sympathetic innervation is in the subepicardium and central conduction system, and it gradually decreases from the atria to the ventricles and from the base to the apex of the heart (5, 6). The cardiac sympathetic nervous system uses norepinephrine as a neurotransmitter.

Sympathetic neurons originate from neural crest cells that migrate near the dorsal aorta and form the primary sympathetic chain ganglia around embryonic day (E) 10.5 in mice (7, 8). These cells undergo neuronal and catecholaminergic differentiation, marked by the initiation of the expression of enzymes involved in norepinephrine biosynthesis, tyrosine hydroxylase (TH), and dopamine β-hydroxylase (7, 9). In the subsequent migration phase, sympathetic progenitors move away from the dorsal aorta to form secondary sympathetic ganglia at E13.5. Within these ganglia, sympathetic neuroblasts complete proliferation with a peak exit from the cell cycle at E14.5 and undergo final differentiation into sympathetic neurons (8). Proliferating sympathetic neurons begin to extend first axons as early as E12.5 (10, 11). Axons extend along the arteries attracted by vascular-derived guidance cues, including neurotrophin 3 (12), artemin (13), and endothelins (14). Nerve growth factor (NGF) produced by the heart controls the final stages of cardiac sympathetic innervation (15). Cardiomyocyte-derived Sema3a, a neural chemorepellent, is necessary for sympathetic innervation patterning by inhibiting axonal growth (16). The first axonal projections in the heart are detected in the dorsal subepicardium of the ventricles around E14 (17), and large coronary veins serve as an intermediate template for distal sympathetic axon extension (6). Subsequently, in the myocardial layer, sympathetic axons are guided by arteries toward the final target cells in the myocardium.

Target cell-derived factors control axon growth, branching, synaptic and electrophysiological properties, and release of neurotransmitters during development and in the establishment of mature properties of the sympathetic system (10, 18). Disrupting sympathetic innervation reciprocally affects heart development. For instance, neonatal chemical sympathectomy disrupts the cardiomyocyte cell cycle, resulting in a reduced heart size (19). The treatment by β-adrenergic receptor (AR) antagonists, which are used clinically to treat conditions associated with excessive effects of norepinephrine, promoted the progression of cytokinesis in neonatal mice, which reduced adverse remodeling after myocardial infarction in adults (20). Similarly, infusions of β-AR blockers induce significant neurite outgrowth in the *in vitro* assay system of neonatal sympathetic neurons and myocardial sympathetic axon density in the rat heart with elevated ventricular contractility (21). Sympathetic neurons have a significant role in the regulation of cardiomyocyte maturation, as shown by *in vitro* co-cultures of human induced pluripotent stem cell (hiPSC)-derived cardiomyocytes with sympathetic neurons (22). Furthermore, sympathetic defects have been associated with sudden infant death syndrome, cardiac arrhythmic death, and certain congenital heart defects in children (23, 24).

Changes in cardiac sympathetic innervation and sympathetic system activity are implicated in many pathologies in adults, including sudden cardiac death, myocardial ischemia, cardiac death, hypertension, diabetic heart disease, and heart failure (25, 26). Emerging evidence suggests that many of the sympathetic dysfunctions in various pathological heart conditions have a developmental origin (19, 20, 27, 28). Using conditional deletion of oxygen-sensitive subunit HIF-1α, we previously revealed a key role for the transcription factor hypoxia-inducible factor 1 (HIF-1) in the development of sympathetic neurons and sympathetic innervation of the developing heart and its negative effects on heart function in adults (29). HIF-1 coordinately regulates responses to hypoxia and ischemia and plays multifactorial roles in pathophysiological responses in myocardial ischemia, infarction, metabolic and structural remodeling, and heart failure (30–33). Additionally, HIF-1-regulated pathways direct cardiac development (34–36). A number of studies highlight the combinatorial effects of HIF-1 deregulation and environment on heart development, including fetal hypoxia or maternal diabetes, influencing the cardiovascular and metabolic health of offspring (37–40). Despite significant progress in understanding this phenomenon known as fetal or developmental programming [reviewed in (41–43)], numerous questions pertaining to its underlying penetrance and disease predisposition remain unresolved.

In this study, we present a comprehensive analysis of the combined impact of the *Hif1a*-deficient cardiac sympathetic system and the adverse maternal diabetes environment on embryonal development. Our analysis of *Hif1aCKO* embryos revealed a negative synergistic effect of *Hif1a* deletion and the diabetic environment on the development of cardiac innervation and chromaffin cells of the adrenal medulla of the sympathetic system, affecting heart development. Thus, exposure to maternal diabetes and *Hif1a*-deficient cardiac sympathetic system heighten the risk of cardiovascular disease in the offspring.

## 2 Materials and methods

### 2.1 Experimental animal models

This study was approved by the local Animal Care and Use Committee of the Institute of Molecular Genetics CAS and the Institute of Anatomy, First Faculty of Medicine, Charles University. All experiments were performed with embryo littermates (females and males). Animals were housed in a controlled environment with 12-h light/dark cycles and free access to water and food.

The previously described experimental model of the conditional deletion of *Hif1a* (*Hif1aCKO*) genotype *Isl1^tm1(cre)Sev^/^+^;Hif1a^loxP/loxP^* was used (29). Briefly, floxed *Hif1^atm3Rsjo^* with exon 2 of the *Hif1a* gene flanked by loxP sites (44) on a mixed C57BL/6J;C57BL/6N genetic background were obtained from Jackson Laboratories (Bar Harbor, ME, USA; #Strain 007561). *Isl1^Cre/+^* mice were on the FVB background. *Hif1a^loxP/+^* or *Hif1a^loxP/loxP^* mice without the *Isl1-Cre* allele individuals were used as the control. For the breeding scheme, female mice *Hif1a^loxP/loxP^* were crossed with *Hif1a^loxP/+;^ Isl1^Cre/+^* males, in which the *Isl1-Cre* knock-in allele was inherited paternally to minimize the potential influence of maternal genotype on the developing embryos.

To visualize sympathetic neurons, we used *tdTomatoAi14* reporter mice with *Rosa-CAG-LSL-tdTomato* allele (Ai14, B6.Cg-*Gt(ROSA)26Sor^tm14(CAG-tdTomato)Hze^*, Stock No. 7914 Jackson Laboratories) to generate the reporter *Hif1aCKO*-*Ai14* (genotype: *Hif1a^loxP/loxP^;Isl1^Cre^;tdTomatoAi14*) and control-*Ai14* mice (genotype: *Hif1a^loxP/+^;Isl1^Cre^;TdtomatoAi14*). To examine the formation of the secondary sympathetic chain, we used *peripherin-enhanced green fluorescent protein* (*Prph-eGFP*) genomic reporter transgenic mice (45, 46) and crossed them with the *Hif1a* mutant line.

To visualize the pattern of the developing coronary arteries, *Hif1a^loxP/loxP^* mice were crossed *to Cx40:eGFP* strain with eGFP signal in the coronary arteries, the atria, the atrioventricular node, and the His–Purkinje system (47). Double homozygote females (*Cx40:^eGFP/+^*;*Hif1a^loxP/loxP^*) with background CD1/129SvJxSwiss were then crossed with *Hif1a^loxP/+^;Isl1^Cre^* males.

The noon of the day on which the vaginal plug was found was designated E0.5. Animals were euthanized by cervical dislocation in our study. Embryos were collected for analysis at different ages (**Figure 1A**). All comparisons were made between animals with the same genetic background. Phenotyping and data analysis were performed blind to the genotype of the mice. Genotyping was performed by PCR on tail DNA (**Supplementary Table 1**).

**Figure 1:**
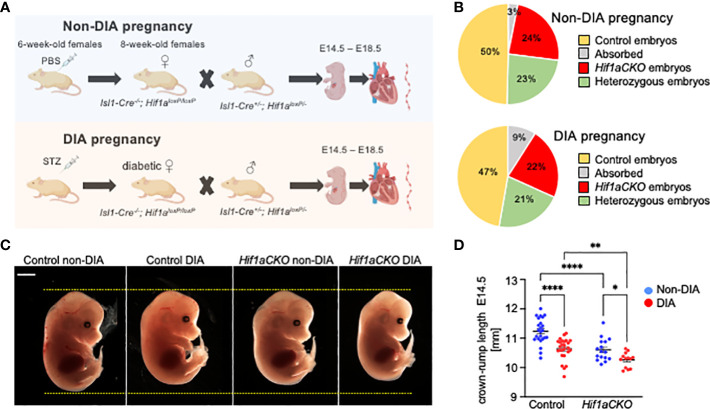
Maternal diabetes affects the distribution of genotypes and size of embryos. **(A)** Experimental design. Diabetes was induced in 6-week-old females by intraperitoneal injections of streptozotocin (STZ). Diabetic females were mated with males, and embryos were collected for analysis from E14.5 to E18.5 from diabetic and non-diabetic pregnancies. Created with BioRender.com. **(B)** The distribution of embryo genotypes collected at E14.5 was influenced by maternal diabetes. χ^2^ test **p = 0.0012, non-diabetic pregnancies: n = 33 absorbed, n = 260 *Hif1aCKO*, n = 253 heterozygous *Hif1aCKO*, and n = 538 control embryos from 124 litters; diabetic pregnancies: n = 18 absorbed, n = 45 *Hif1aCKO*, n = 42 heterozygous *Hif1aCKO*, and n = 94 control from 22 litters. **(C)** Representative images of E14.5 embryos. Scale bar, 2 mm. **(D)** The evaluation of the crown–rump length of control and mutant embryos from non-diabetic and diabetic pregnancies at E14.5. Data are presented as mean ± SEM, n = 24 non-DIA Control, n = 26 DIA Control, n = 16 non-DIA *Hif1aCKO*, and n = 13 DIA *Hif1aCKO*. Two-way ANOVA followed by *post hoc* Fisher’s multiple comparisons test; *p < 0.05, **p < 0.01, ****p < 0.0001.

### 2.2 Diabetes induction

Diabetes was induced in 6-week-old females (*Hif1a^loxP/loxP^*) by two intraperitoneal injections of 100 mg/kg body weight of streptozotocin (STZ, S0130, Sigma-Aldrich, Dorset, UK) within a 1-week interval, as described (37, 48). The level of blood glucose was checked in a drop of blood from the tail vessel using a glucometer (CONTOUR plus ONE, Ascensia Diabetes Care, Basel, Switzerland). Mice with a level of glucose maintained above 13.9 mmol/l in blood were classified as diabetic. Diabetic females were mated with males, and the next morning, the vaginal plug was checked. Maternal blood glucose levels at the time of embryo collection are shown in **Supplementary Figure 1**. Embryos collected from diabetic pregnancies were labeled as "diabetic" or "DIA", and from non-diabetic pregnancies were labeled as "non-diabetic" or "non-DIA".

### 2.3 Immunohistochemistry and morphological evaluations

Whole-mount immunohistochemical staining of embryonic hearts (E16.5 and E18.5) was performed on cleared tissue, as described (49). Embryos were perfused with 0.05% heparin in phosphate-buffered saline (PBS) and fixed in 4% paraformaldehyde (PFA) for 90 minutes. The heart was cleared using CUBIC reagent at 37°C with gentle shaking for 1 week (50). Used primary and secondary antibodies are described in **Supplementary Tables 2** and **3**. The nuclei were stained with Hoechst. The fluorescent signals were detected using LSM 880 NLO (AxioObserver Z1, Carl Zeiss, Oberkochen, Germany) and AxioZoomV16 (Carl Zeiss, Germany).

Positive areas (TH and TUJ1) were quantified using the Threshold tool in NIH ImageJ software and expressed as a percentage of total areas (heart and adrenal gland). The total number of positive cells (NeuN) in the whole stellate ganglion (STG) was quantified using a cell counter in NIH ImageJ software. Microvasculature density was assessed using immunohistochemically stained 8-µm paraffin sections labeled with anti-PECAM-1 (an endothelial marker) and wheat germ agglutinin (WGA). Sections were imaged on an Olympus confocal microscope, and positive signals of PECAM-1 and WGA were combined and thresholded in NIH ImageJ. Then, the positive area was measured in the region of interest (compact layer) in the right ventricle. Subsequently, the measured microvasculature-positive area was normalized to the background signal (all tissue autofluorescence) and expressed as a percentage, thus leading to the density of microvasculature in the right ventricular wall.

To visualize the pattern of the developing coronary arteries together with TH^+^ innervation, the hearts were dissected and immunolabeled with anti-TH and Cy5-conjugated secondary antibodies. The atria were then carefully cut off to expose the origin of the coronary arteries at the base of the heart, cleared in CUBIC for 48 h (51), and visualized with 4× and 10× dry objectives on an Olympus FluoView 1000 confocal system. For quantification of TH^+^ innervation, maximum intensity projections (MIPs) of confocal series taken with a 4× objective with 25-μm z-step were used. The image from the far-red (Cy5) channel containing the signal from the anti-TH antibody was oriented with the base on the top and the apex at the bottom (Valentine projection). Two semicircular segmented lines at 25% and (basal) and 75% (apical) apex–base distance were drawn in ImageJ, and line profiles were then generated (**Supplementary Figure 2**). The peaks in fluorescence intensity, corresponding to individual nerve bundles, were then easily counted in an unbiased manner.

### 2.4 Light-sheet fluorescence microscopy and analysis of images

Embryonic hearts were microdissected from non-diabetic and diabetic control and *Hif1aCKO* embryos (E16.5 and E18.5). An advanced CUBIC protocol (49) with some modifications (50) was used for tissue clearing to enable efficient imaging by light-sheet microscopy. Whole-mount immunohistochemical staining of embryonic hearts was performed, and samples were stored before imaging in Cubic 2 at room temperature. The secondary sympathetic chain was microdissected from non-diabetic and diabetic control-*Ai14* and *Hif1aCKO-Ai14* embryos (E14.5) and whole-mount stained with NeuN. Zeiss Lightsheet Z.1 microscope with illumination objective Lightsheet Z.1 5×/0.1 and detection objective Dry objective Lightsheet Z.1 5×/0.16 was used for imaging at the Light Microscopy Core Facility of the Institute of Molecular Genetics of the Czech Academy of Sciences. IMARIS software v8.1.1 (Bitplane AG, CA, San Francisco, USA) was used for image processing.

### 2.5 RNA sequencing of fluorescence-activated cell-sorted sympathetic ganglion neurons

Sympathetic ganglia were dissected from E14.5 embryos *Hif1aCKO-Ai14;Prph-eGFP* (n = 3) and *Control-Ai14;Prph-eGFP* (n = 2). Sympathetic chains were homogenized, and neuronal cells were dissociated using 0.1% collagenase (C9263, Sigma-Aldrich, UK) and 0.05% trypsin in Dulbecco’s PBS for 7 minutes (T4799, Sigma-Aldrich, UK). Enzymatic activity was stopped by adding fluorescence-activated cell sorting (FACS) buffer [2% fetal bovine serum (FBS) in Dulbecco’s PBS and 10 mM EGTA]. FACS of eGFP and tdTomato-positive cells was performed at the Imaging Methods Core Facility at BIOCEV on a BD FACS Aria Fusion flow cytometer operated using BD FACSDiva™ Software. A total of 100 eGFP^+^ and tdTomato^+^ cells per biological sample were collected into individual wells of a 96-well plate containing 5 µL of lysis buffer of NEBNext single-cell low input RNA library prep kit for Illumina (#E6420, New England Biolabs, Ipswich, MA, USA). Plates were frozen immediately on dry ice and stored at −80°C. The total time from euthanasia to cell collection was ∼3 h.

The RNA library preparation, RNA sequencing (RNA-seq), and data processing were performed as described previously (27). Briefly, the NEBNext single-cell low-input RNA library prep kit for Illumina (#E6420, New England Biolabs) was used for library generation at the Gene Core Facility (Institute of Biotechnology CAS, Czechia), and the libraries were sequenced on an Illumina NextSeq 500 next-generation sequencer with NextSeq 500/550 High Output kit 75 cycles (Illumina #200024906) at the Genomics and Bioinformatics Core Facility (Institute of Molecular Genetics CAS, Czechia). RNA-seq reads in FASTQ files were mapped to the mouse genome GRCm38 primary assembly release M8 using STAR [version 2.7.0c (52)]. Using cutadapt v1.18 (53), the number of reads (minimum, 32 million; maximum, 73 million) was trimmed by Illumina sequencing adaptor and bases with reading quality lower than 20; subsequently, reads shorter than 20 bp were filtered out. TrimmomaticPE version 0.36 (54). Ribosomal RNA and reads mapping to UniVec database were filtered out using bowtie v1.2.2. with parameters -S -n 1 and SortMeRNA (55). A count table was generated using the Rsubread v2.0.1 package with default parameters without counting multi-mapping reads. The raw RNA-seq data were deposited at NIH GEO under accession number GSE250606 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE250606).

DESeq2 [v1.26.0 (56)] default parameters were used to normalize data and compare the different groups. Differentially expressed genes between *Hif1aCKO* and control sympathetic neurons were identified based on an adjusted p-value p_adj_ < 0.05, log2 fold change (log2FC >0.3, <−0.3), and a base mean ≥50. The functional annotation of the differentially expressed genes was performed using g: Profiler (Raudvere et al., 2019). Complete query details are available in Query info Tables in Dataset S1. The resulting GEM and combined GMT files using term size <1,800 were loaded into Cytoscape (57) plugin “EnrichmentMap” (58) using 0.01 false discovery rate (FDR) q-value cutoff to generate a network. The edge cutoff was set to 0.35, and nodes were set to 0.007 Q value.

### 2.6 Quantitative real-time PCR

RNA was isolated from the microdissected sympathetic chains of individual embryos from diabetic and non-diabetic litters using TRIzol (Invitrogen, Carlsbad, CA, USA). The concentration and purity were quantified using NanoDrop (ND-2000 Spectrophotometers, Thermo Fisher Scientific, Waltham, MA, USA). cDNA samples were prepared using Maxima H Minus First Strand cDNA Synthesis Kit with dsDNA (#K1682, Thermo Scientific, USA) from 300 ng isolated RNA/sample. Quantitative real-time PCR (qRT-PCR) was performed using 10× diluted cDNA samples. cDNA at a volume of 4 µL was added to 5 µL of SybrGreen (GrandMaster Mix, TATAA Biocenter, Gothenburg, Sweden) with 0.2 µM reverse and forward primers. Primers were designed using Primer3 software, and sequences are shown in **Supplementary Table S2**. Validation of RNA-seq targets was performed using Bio-Rad C1000 Thermal Cycler (CFX384 Real-Time System, Bio-Rad Laboratories, Hercules, CA, USA), and activation was performed using AmpliTaq at 95°C for 10 minutes, followed by 40 cycles at 95°C for 15 s for denaturation and 60°C for 60 s for extension. The relative expression levels of mRNA of target genes were normalized to the reference gene *Hprt1*. All reactions were conducted in duplicates, and the data were calculated using the ΔΔCp method, as previously described (37, 59). Primer sequences are presented in **Supplementary Table 4**.

### 2.7 Statistical analysis

Statistical analyses were performed using two-way ANOVA (GraphPad Prism 10), testing differences among experimental groups based on the genotype and experimental condition (diabetic or non-diabetic pregnancy) followed by multiple Fisher’s comparisons; results are expressed as mean ± SD or mean ± SEM, with significance level p < 0.05. A chi-square (χ^2^) test was used to compare the distribution of genotypes between the non-diabetic and diabetic groups (GraphPad Prism 10). Sample sizes and individual statistical results for all analyses are provided in the figure legends and tables.

## 3 Results

### 3.1 Maternal diabetes affects genotype distribution and the size of embryos

We analyzed the combined impact of the *Hif1a*-deficient cardiac sympathetic system and the adverse maternal diabetes environment on heart development (schematics of experimental study design in **Figure 1A**). The observed distribution of embryo genotypes collected at E14.5 was influenced by maternal diabetes (**p = 0.0012, χ^2^ test; **Figure 1B**). We did not observe any developmental delay or structural abnormalities among embryos from diabetic and non-diabetic pregnancies. However, we identified a significant decrease in the average crown–rump length of both diabetic control and *Hif1aCKO* embryos compared to non-diabetic controls at E14.5 (**Figures 1C, D**). Furthermore, the length of diabetic *Hif1aCKO* embryos was significantly smaller than that of diabetic controls or non-diabetic *Hif1aCKO*, indicating a synergistic effect of *Hif1a* deletion and the diabetic environment.

### 3.2 Cardiac sympathetic innervation is attenuated by *Hif1a* mutation and diabetic exposure

To assess the extent of cardiac innervation, we employed double immunolabeling of TH, a marker of sympathetic neurons and sympathetic innervation, and class III β-tubulin (TUJ1), a neuronal marker expressed in all cardiac fibers, representing sympathetic, parasympathetic, and sensory innervation. While parasympathetic cardiac innervation precedes sympathetic innervation, sympathetic fibers move alongside established vagal nerve tracts to innervate the heart (60). In the developing mouse heart, autonomic innervation precedes sensory innervation, with sensory axons becoming detectable at E18.5 (6, 61). In line with our previous study (29), the conditional deletion of *Hif1a* in sympathoadrenal progenitor lineage led to a profound deficit in cardiac sympathetic innervation (**Figures 2A–D**; **Supplementary Video S1**-**S4**). At E16.5, our immunohistochemical staining revealed that the majority of TH^+^ axons in the posterior part of the ventricles of diabetic *Hif1aCKO* were lost, with no cardiac fibers observed in the apex (**Figures 2B, D**). Maternal diabetes and *Hif1a* mutation significantly reduced TH^+^ and TUJ1^+^ cardiac innervation when compared to hearts from non-diabetic pregnancies and control hearts, respectively (**Figures 2D, E**). Notably, a negative synergistic effect of *Hif1a* deletion and the diabetic environment on cardiac innervation was observed when comparing *Hif1aCKO* and control hearts from diabetic pregnancies.

**Figure 2:**
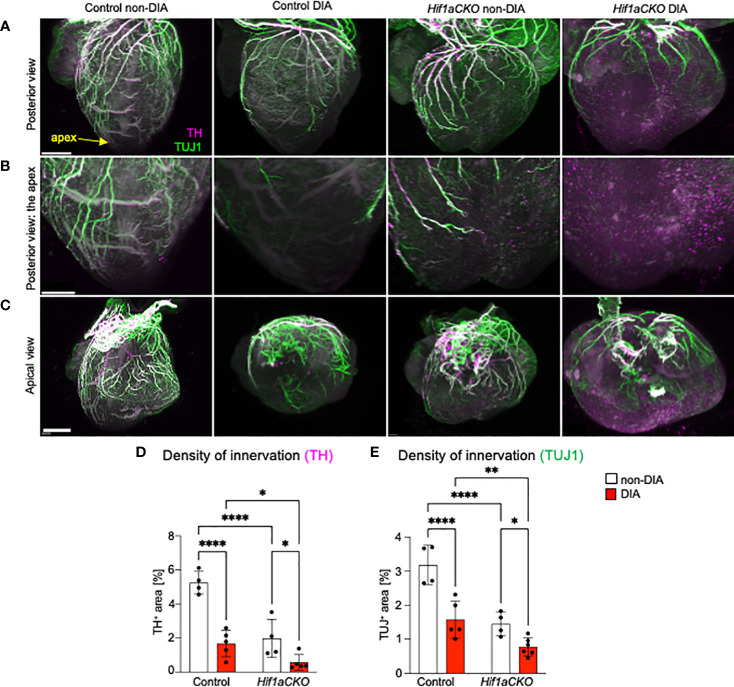
Reduced innervation in the diabetic *Hif1aCKO* heart at E16.5. **(A)** Representative images of immunolabeling of sympathetic innervation using anti-tyrosine hydroxylase (TH) and anti-class III β-tubulin (TUJ1) in the heart in the posterior view (scale bars, 500 µm). See also **Supplementary Videos S1**-**S4**. **(B)** The heart apex in detail in the posterior view (scale bar, 300 µm) and **(C)** the apical view (scale bar, 600 µm). **(D)** TH^+^ and **(E)** TUJ1^+^ fibers were quantified using the threshold tool in ImageJ and expressed as a percentage of the measured heart area. Cardiac innervation is reduced in *Hif1aCKO*, and the effect is further potentiated by diabetes. Data are presented as the mean ± SD (n = 4–5 samples). Two-way ANOVA followed by *post hoc* Fisher’s multiple comparisons test; *p < 0.05, **p < 0.01, ****p < 0.0001.

Next, we evaluated the sympathetic innervation of the posterior and anterior parts of the ventricular wall in detail. Sympathetic innervation, as marked by anti-TH, was notably reduced in the *Hif1aCKO* ventricles, with a loss of both proximal and distal branches compared to the control hearts at E17.5, mirroring the observation at E16.5 (**Figure 3A**). The difference at the base of the heart, where the thick bundles dominated, was less affected between genotypes; however, a clear decrease in the number of (usually thinner) bundles was evident at the apex, attesting to a deficient innervation. The maternal diabetes exposure resulted in a significant attenuation of sympathetic innervation in the control hearts (**Figures 3A, B**). However, the synergistic detrimental effects of *Hif1a* deletion and diabetic pregnancy were most pronounced in the diabetic *Hif1aCKO* hearts. Only a few main branches innervated the basal area of the myocardial wall in the anterior view, and all distal ventricular branches were missing. While the posterior part of the heart contained a higher number of branches with a more complex plexus, the combination of *Hif1a* deletion and maternal diabetes led to a nearly complete loss of innervation, with only a few remaining nerves (**Figures 3A, B**).

**Figure 3:**
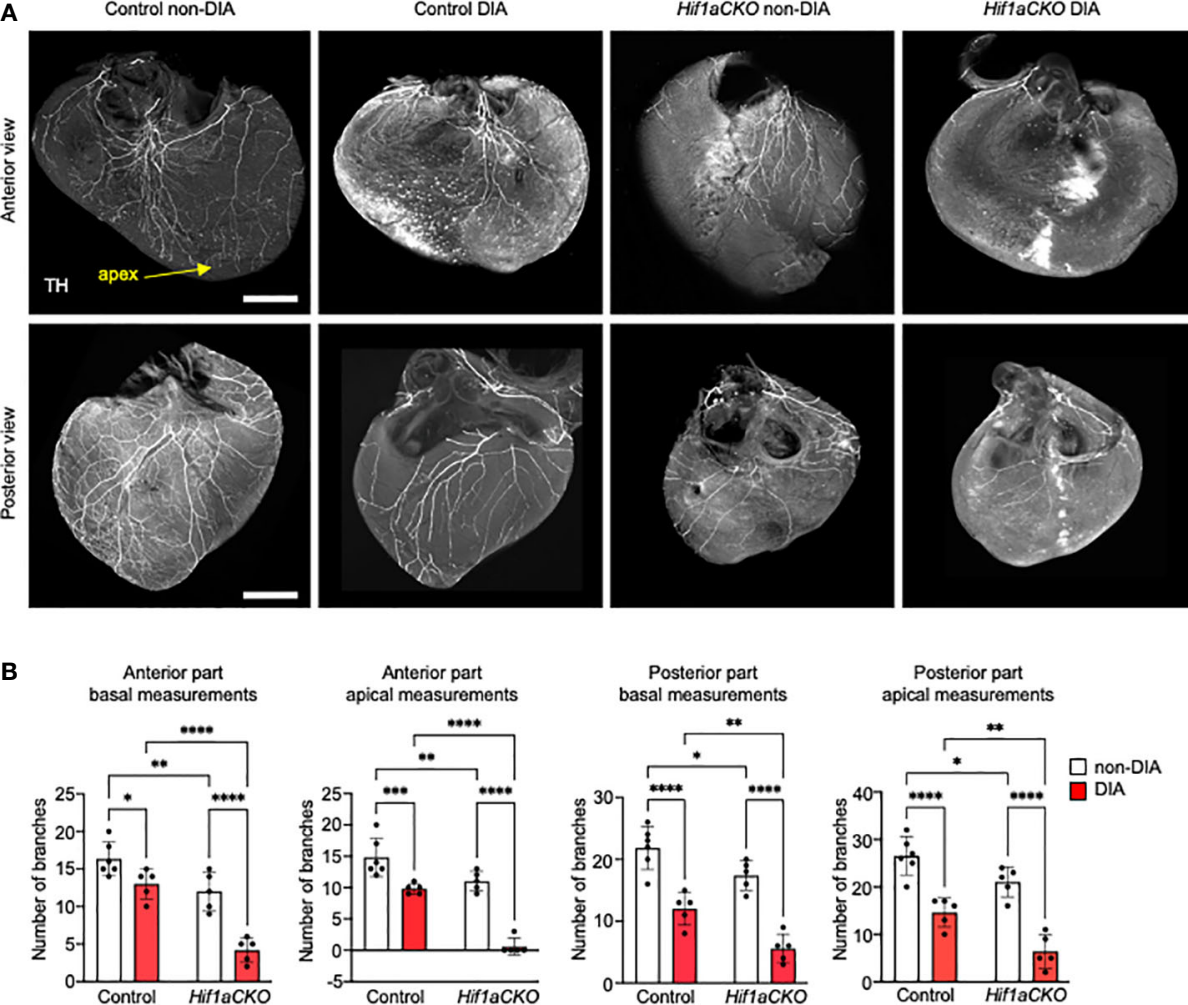
Sympathetic innervation of the anterior and posterior parts of the ventricles reduced by *Hif1a* deletion and maternal diabetes at E17.5. **(A)** Representative images of immunohistochemical staining of sympathetic innervation in the anterior and posterior parts of the ventricles using tyrosine hydroxylase (TH) (scale bar, 500 µm). Posterior part of heart ventricles contains more branches, and their plexus is more complex compared to the anterior part of heart ventricles. The greatest reduction of sympathetic innervation is noticeable in diabetic *Hif1aCKO* with a few main branches innervating the anterior part of the ventricular wall, but all distal branches of the ventricles are lost. Similarly, the posterior part of diabetic *Hif1aCKO* ventricles has a significant loss of innervation with only few remaining nerves. **(B)** The fluorescence intensity corresponding to individual nerve proximal and distal branches in the ventricular wall was quantified using ImageJ at 25% (basal) and 75% (apical) apex–base distance (**Supplementary Figure S2**). Data are presented as the mean ± SD (n = 5–6 samples). Two-way ANOVA followed by *post hoc* Fisher’s multiple comparisons test; *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

At E18.5, the most pronounced deficit in cardiac sympathetic innervation was detected in *Hif1aCKO* embryos exposed to maternal diabetes, indicating a long-lasting synergistic effect of *Hif1a* deletion and the diabetic environment (**Figures 4A–D**). Conversely, TUJ1^+^ axons were equally reduced in both non-diabetic and diabetic *Hif1aCKO* hearts, highlighting the impact of *Hif1a* mutation rather than maternal diabetes (**Figure 4E**). Similarly, exposure to maternal diabetes did not significantly affect TUJ1 innervation in the control heart compared to control hearts from non-diabetic embryos. Both sympathetic and TUJ1^+^ fibers were significantly reduced in non-diabetic *Hif1aCKO* hearts when compared to non-diabetic control hearts (**Figures 4D, E**), indicating abnormalities in the formation of cardiac innervation of *Hif1aCKO*. Consequently, these changes could have significant implications for heart function and postnatal survival of *Hif1aCKO* mutants.

**Figure 4:**
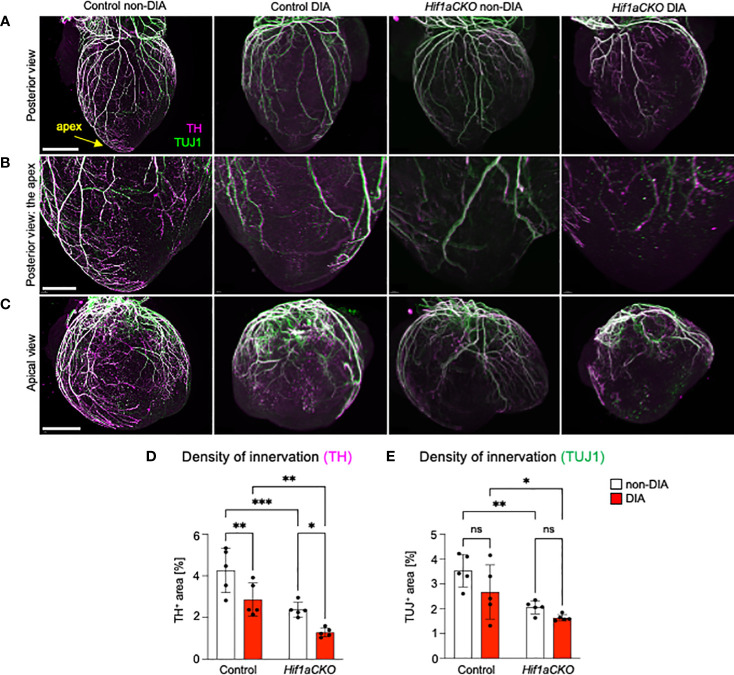
Reduced sympathetic innervation in the diabetic *Hif1aCKO* heart at E18.5. **(A)** Representative images of immunohistochemical staining of sympathetic innervation using tyrosine hydroxylase (TH) and class III β-tubulin (TUJ1) in the posterior view of the heart (scale bar, 1,000 µm), **(B)** in the apex in detail (scale bar, 500 µm), and **(C)** in detail the apical view of the heart (scale bar, 1,000 µm). **(D)** TH^+^ and **(E)** TUJ1^+^ innervations were quantified using the threshold tool in ImageJ and expressed as a percentage of the measured heart area. The combination of *Hif1a* deficiency and exposure to maternal diabetes led to the greatest reduction in sympathetic innervation. Data are presented as the mean ± SD (n = 5). Two-way ANOVA followed by *post hoc* Fisher’s multiple comparisons test; *p < 0.05, **p < 0.01, ***p = 0.0002. ns, not significant.

### 3.3 Myocardial changes induced by maternal diabetes

Given the implication of the sympathetic nervous system in heart size regulation and cardiomyocyte proliferation (19, 20), we conducted an analysis of the wall thickness of both the left ventricle (LV) and right ventricle (RV) and the thickness of the interventricular septum, using the sections of the E17.5 heart (**Figure 5A**). First, the length of the heart (from apex to base) and width across the widest part of both ventricles were measured. Maternal diabetes and *Hif1a* mutation significantly reduced both measured parameters, although the ratio of length and width was not altered, indicating that the ventricular proportions were similar among groups (**Figures 5A, B**). The compact myocardium of the LV and RV of the *Hif1aCKO* heart was significantly thinner compared to those of their control littermates from non-diabetic pregnancies (**Figures 5A, C**). Additionally, the control embryos from the diabetic pregnancy exhibited thinner LV and RV walls when compared to control non-diabetic embryos. Interestingly, the thickness of the interventricular septum increased in both diabetic and non-diabetic *Hif1aCKO* and diabetic control hearts compared to the control heart of embryos from non-diabetic pregnancies (**Figures 5A, C**). However, we did not detect an additive effect of the combination of *Hif1a* mutation and the diabetic environment on these parameters when compared to diabetic control embryos.

**Figure 5:**
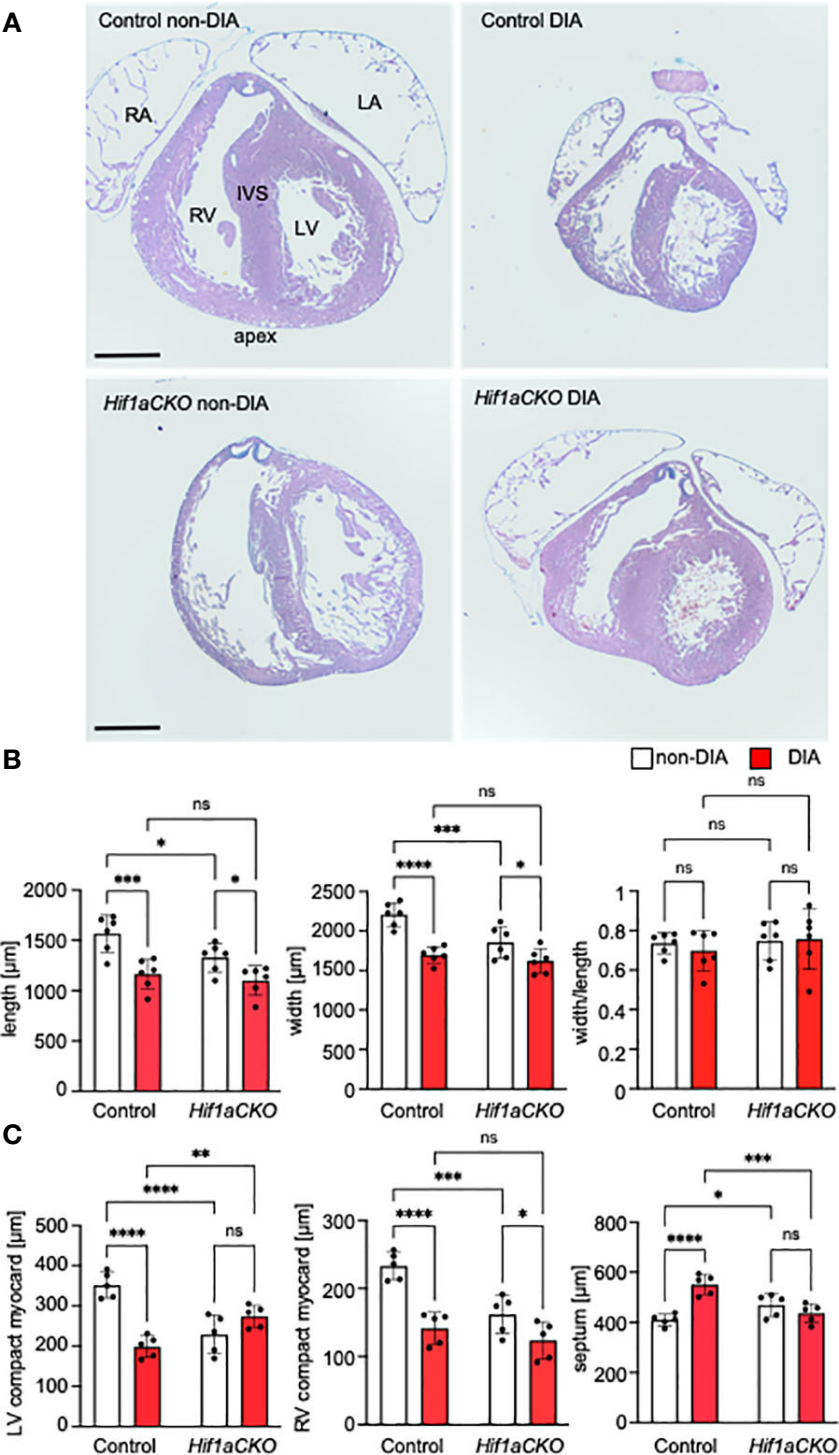
Morphological changes induced by the *Hif1a*-deficient sympathetic system and maternal diabetes exposure. **(A)** Representative images of histological staining with Alcian Blue/hematoxylin and eosin show transverse sections of E17.5 hearts; four-chamber view at the level of the pulmonary valve. RV, right ventricle; LV, left ventricle; IVS, interventricular septum; RA, right atrium; LA, left atrium. **(B)** The length and width of the mutant heart were significantly decreased; this effect was also induced by exposure to maternal diabetes. The heart shape, as assessed by the width/length ratio, remained similar among groups. **(C)** The ventricular thickness of the compact myocardium layer (μm) was reduced in the *Hif1aCKO* and diabetic hearts compared to controls. In contrast, the interventricular septum was thickened in the normoglycemic mutants versus controls and in the control group with diabetes. Data are presented as the mean ± SD (n = 5). Two-way ANOVA followed by *post hoc* Fisher’s multiple comparisons test, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. ns, not significant. Scale bars, 500 µm.

### 3.4 Diabetes and *Hif1a* deletion result in abnormalities in coronary vasculature

Next, we investigated the coronary vascular architecture, as the development of arterial and sympathetic nerve networks is coordinated in terms of both spatial distribution and molecular signaling. Furthermore, our previous study revealed a higher neonatal mortality rate among *Hif1aCKO* mice, which could be partially linked to major coronary artery anomalies (29). Building upon these findings, our current study expands our analyses of the formation of coronary artery architecture, using the *Cx40:eGFP* knock-in model with eGFP signal in the coronary arteries (47). The normal pattern of the coronary arteries together with examples of abnormal findings recorded from the mutant and diabetic hearts is summarized in **Figure 6**. Abnormalities included multiple smaller branches instead of a single large one, arterial “windows”, and anomalous connections to the aorta (separate orifices of the circumflex and left anterior descending branches of the left coronary artery and separate orifice of the septal branch of the right coronary artery) instead of single opening of the left and right coronary arteries. These abnormalities alone cannot account for the approximately 40% perinatal mortality observed in the *Hif1aCKO* mice (29). Thus, the prenatal evaluations did not uncover any new, more severe malformations in the coronary artery architecture in the *Hif1aCKO* embryos, in comparison to the analyses of the adult *Hif1aCKO* heart reported previously (29).

**Figure 6:**
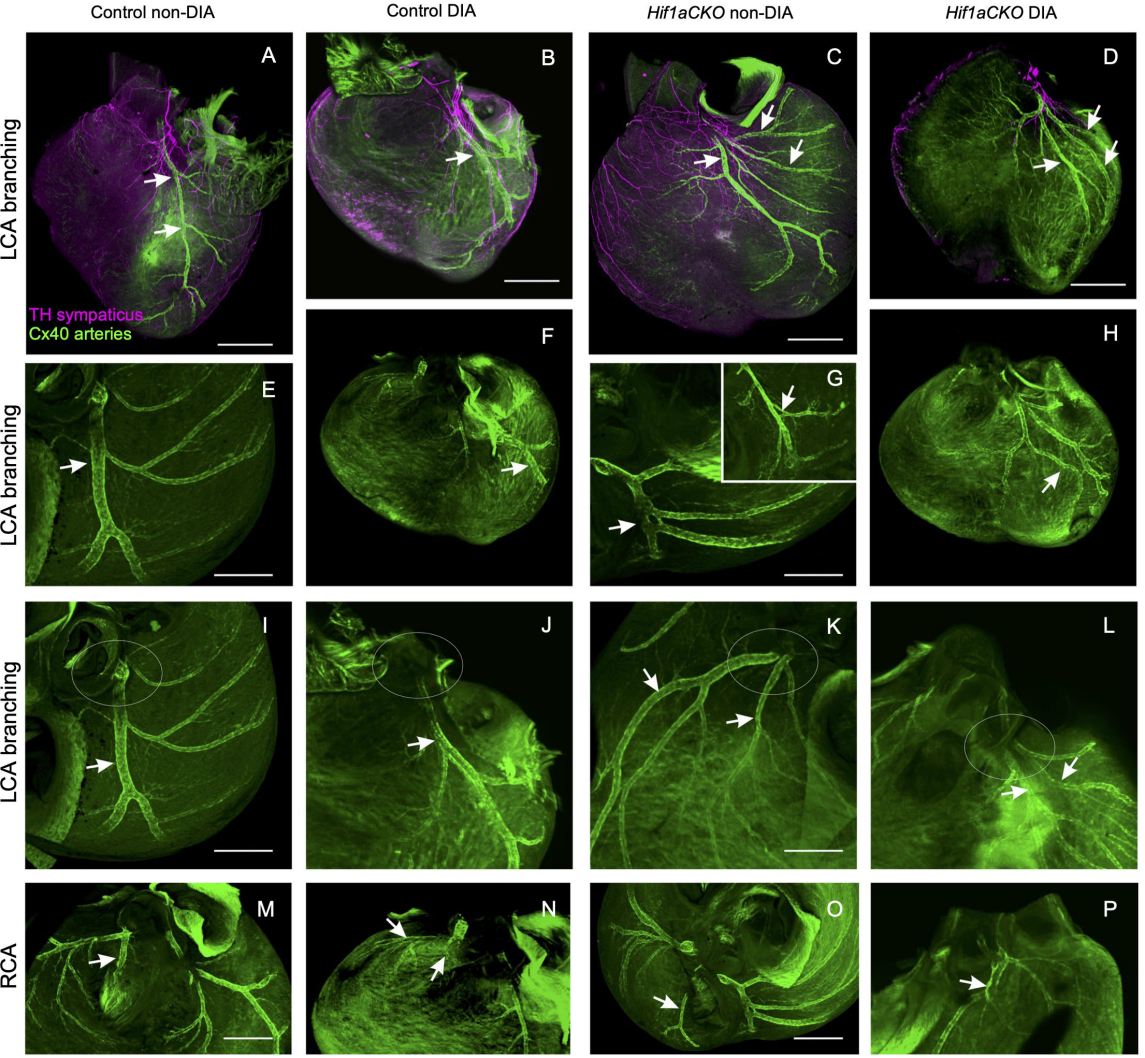
Anomalies of main coronary arteries. **(A)** Normal branching of the left coronary artery (LCA) in control mouse embryo at E17.5 with anterior interventricular branch [left anterior descending (LAD); arrows]. **(B)** Almost normal branching of LCA in embryo of diabetic mother with slightly twisted branches of the LCA. **(C)** Multiple branches of the LCA are radiating to the base of the left ventricle in *Hif1aCKO* embryo. **(D)** An example of abnormal branching of the LCA in diabetic *Hif1aCKO*. Note that the heart is also generally smaller. **(E, F)** More examples of normal shorter and convoluted branches of the LCA (arrow indicates LAD). **(G, H)** Examples of abnormal and doubled branches of the LCA. Arterial windows in *Hif1aCKO* embryos (arrow and inset in **G**). Arrow in panel H shows two parallel branches next to each other with a small anastomosis. **(I, J)** Normal single orifice of LCA from the aorta and two separate openings into the aorta of the anterior interventricular and the circumflex branch of the LCA. The area of the left aortocoronary orifice is outlined by the ovals. **(K, L)** Double opening of the LCA into the aorta. The ovals outline the aortocoronary openings, and the respective branches (LCA and the circumflex branch) are indicated by the arrows. **(M, N)** Normal connection of the septal branch (arrow) of the right coronary artery (RCA). **(O)** Abnormal RCA connection shown in the *Hif1aCKO* heart: the interventricular branch (arrow) is connected directly to the aorta instead of to the RCA. **(P)** Abnormally dilated segment of the RCA (arrow) just before its entry to the aorta. Scale bars, 500 µm **(A–D, F, H)** and 200 µm **(E, G, I–P)**.

We next visualized the microvasculature within the heart. We used a combination of anti-PECAM-1 antibody (a pan-endothelial marker) and WGA labeling. Subepicardial veins were noticeably dilated in both non-diabetic and diabetic *Hif1aCKO* in the RV (white arrows in **Figures 7C, D**) when compared to the control hearts from diabetic and non-diabetic embryos (**Figures 7A, B**). Interestingly, coronary arteries in the compact myocardium of the RV appeared dilated in embryos from diabetic pregnancies (yellow arrows in **Figures 7B, D**) but not in non-diabetic *Hif1aCKO* hearts. Although the relative vessel density, indicative of myocardial perfusion and oxygenation in the RV, did not show significant differences among the groups (**Supplementary Figure 3**), the thinner ventricular wall represents a reduction in the absolute amount of microvasculature compared to the controls. The microvasculature of the LV seemed to be less affected, although subepicardial veins were also dilated in diabetic and non-diabetic *Hif1aCKO* and in diabetes-exposed control embryos compared to the non-diabetic control group (**Figures 7E–H**).

**Figure 7:**
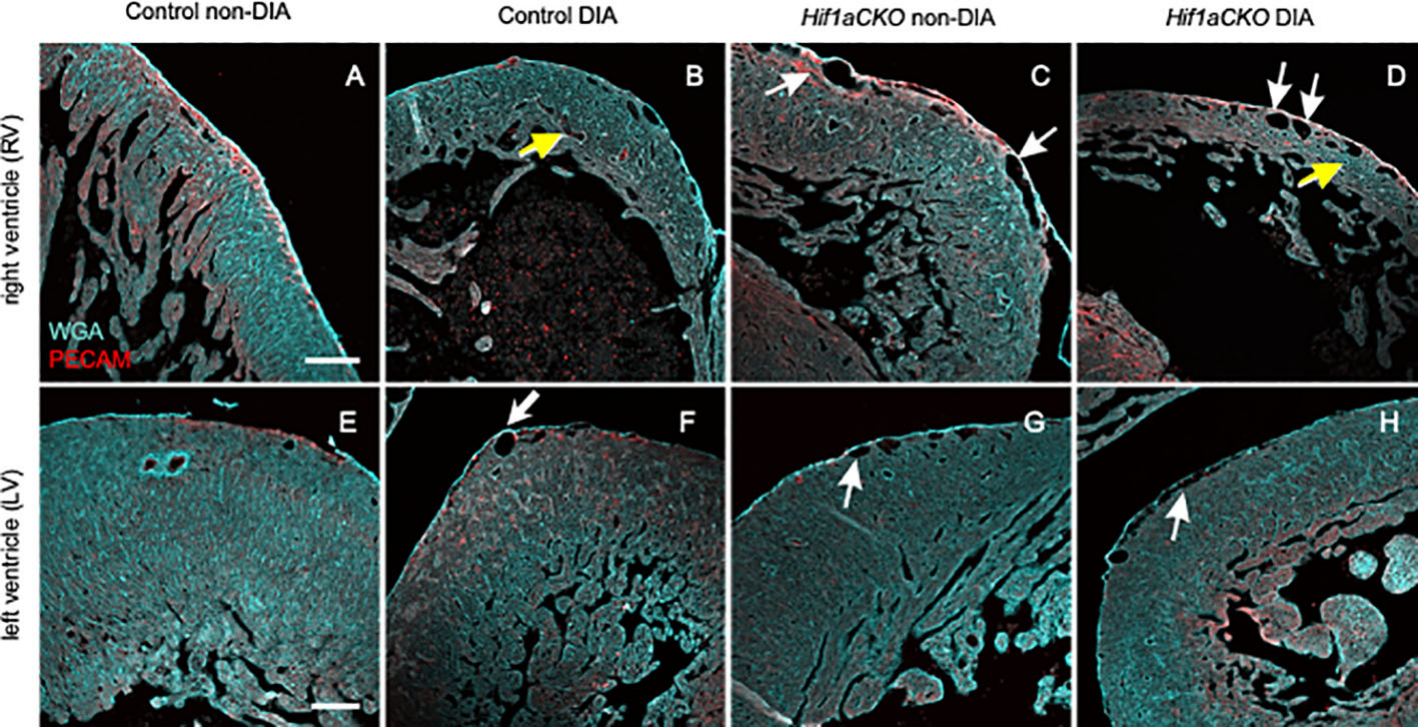
Changes in microvasculature in the embryonal heart induced by maternal diabetes and *Hif1a* deletion. **(A**–**H)** Representative images of visualized microvasculature using a combination of anti-PECAM-1 (a pan-endothelial marker), and wheat germ agglutinin (WGA) labeling depict changes in the E17.5 heart. White arrows indicate dilated subepicardial veins, and yellow arrows indicate round and dilated coronary arteries in the myocardium. Dilated subepicardial veins are observed in the right ventricle (RV) in non-diabetic and diabetic *Hif1aCKO* compared to the control groups. Round and dilated coronary arteries in the myocardium are in the RV of diabetic control and diabetic *Hif1aCKO*. Dilated subepicardial veins in left ventricles (LVs) are found in diabetic control, diabetic, and non-diabetic *Hif1aCKO* groups. Microvasculature in the LV is less affected compared to the RV, although the relative vessel density in the RV is unchanged among the evaluated groups (**Supplementary Figure S3**). Note the thinner compact myocardium of the RV specifically in the diabetic control and *Hif1aCKO* **(B, D)** compared to non-diabetic hearts **(A, C)**. Scale bars, 100 µm.

### 3.5 HIF-1α deficiency alters the development of adrenal chromaffin cells in diabetic embryos

Sympathetic neurons and neuroendocrine chromaffin cells in the adrenal medulla originate from a common catecholaminergic sympathoadrenal progenitor (62). Therefore, we proceeded to examine the development of chromaffin cells in the adrenal medulla. Consistent with our earlier findings that HIF-1α deficiency adversely impacted the development of chromaffin cells in the adrenal medulla (29), we observed a significant reduction in TH expression in the adrenal medulla *Hif1aCKO* embryos as early as E14.5 (**Figures 8A, B**). However, the detrimental effect of maternal diabetes on TH-expressing chromaffin cells became evident at a later stage, specifically at E18.5. Maternal diabetes exposure led to a significant reduction in the size of the adrenal medulla of control embryos, but diabetic *Hif1aCKO* embryos exhibited the most substantial reduction when compared to the other groups.

**Figure 8:**
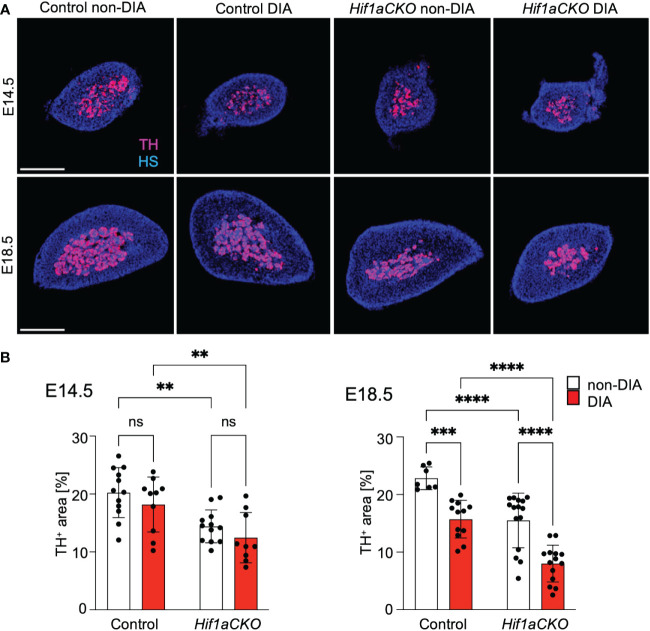
Reduced size of the adrenal medulla in diabetic *Hif1aCKO* mice. **(A)** Representative confocal images of cross-sections through the left adrenal glands of control and *Hif1aCKO*, and diabetic and non-diabetic embryos at E14.5 and E18.5, showing the size of the adrenal medulla by immunolabeled tyrosine hydroxylase (TH), a marker of sympathoadrenal cells. Hoechst-stained cell nuclei (HS). Scale bars, 300 µm. **(B)** TH^+^ areas were quantified using the thresholding tool ImageJ and expressed as a percentage of the total adrenal gland area. The greatest reduction in the size of the adrenal medulla is observed in E18.5 embryos as the result of the combination of *Hif1a* deficiency and maternal diabetes exposure. Data are presented as the mean ± SD (E14.5 n = 12 non-DIA Control, n = 10 DIA Control, n = 12 non-DIA *Hif1aCKO*, and n = 9 DIA *Hif1aCKO*; E18.5 n = 7 non-DIA Control, n = 12 DIA Control, n = 15 non-DIA *Hif1aCKO*, and n = 14 DIA *Hif1aCKO*). Two-way ANOVA followed by *post hoc* Fisher’s multiple comparisons test, **p < 0.01, ***p = 0.001, ****p < 0.0001. ns, not significant.

### 3.6 *Hif1a* deletion and maternal diabetes impair postganglionic neural development

Considering the compromised cardiac sympathetic innervation resulting from HIF-1α deficiency and exposure to a maternal diabetic environment, we assessed the development of postganglionic neurons. The stellate ganglia and thoracic sympathetic chain were evaluated using light-sheet fluorescence microscopy and tdTomato and *Prph-*eGFP reporter expression at E14.5 (**Figures 9A, B**). The size of the sympathetic chain was reduced in response to maternal diabetes and *Hif1a* deletion when compared to non-diabetic control sympathetic chains (**Figure 9D**). Similarly, the number of neurons expressing NeuN, a marker of mature neurons, exhibited a decrease in both maternal diabetes and *Hif1a* mutation conditions, with no observed additive combinatorial effect of *Hif1a* mutation within the diabetic environment (**Figures 9C, E**).

**Figure 9:**
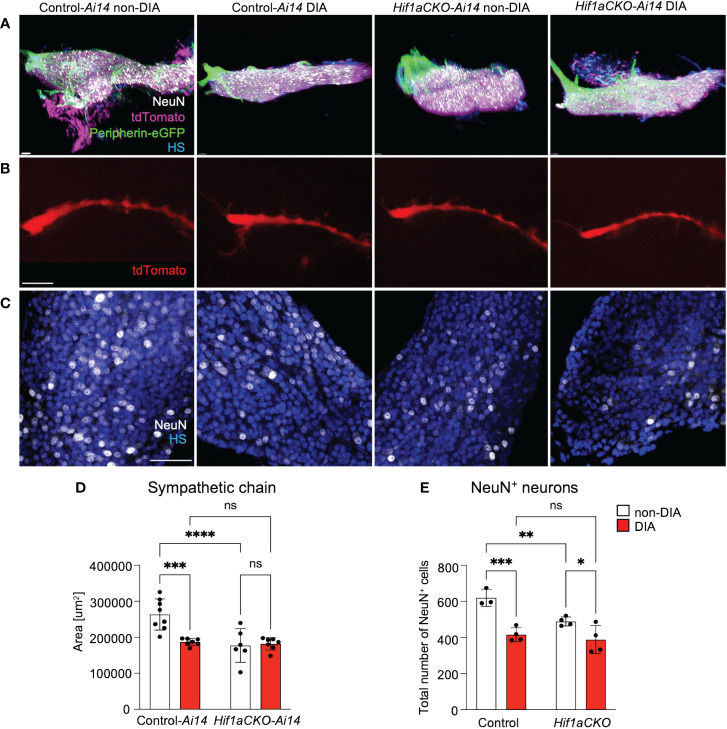
An altered development of sympathetic chain ganglia induced by maternal diabetes and *Hif1a* mutation. **(A)** Representative images of microdissected stellate ganglion (STG) of the secondary sympathetic chain of reporter control-*Ai14* and *Hif1aCKO*-*Ai14* embryos at E14.5. Samples were cleared (CUBIC protocol), imaged, and reconstructed using 3D light-sheet fluorescence microscopy showing tdTomato*^+^* and *Prph*-eGFP^+^ neurons immunolabeled by anti-NeuN (a marker of differentiated neurons). Hoechst-stained cell nuclei (HS). Scale bar, 50 µm. **(B)** Representative images of the secondary sympathetic chain (SG) from STG to fourth thoracic ganglion at E14.5, reconstructed using 3D light-sheet fluorescence microscopy. Scale bar, 500 µm. **(C)** Confocal images of immunostaining for NeuN show neuronal density in the STG ganglion at E14.5. Hoechst-stained cell nuclei (HS). Scale bars, 50 µm. **(D)** Quantification of the area of the sympathetic chain (SG) from STG to fourth thoracic ganglion at E14.5. Data are presented as the mean ± SD (n = 7 non-DIA Control, n = 7 DIA Control, n = 6 non-DIA *Hif1aCKO*, and n = 7 DIA *Hif1aCKO*). **(E)** Density of NeuN^+^ cells was quantified per area of the STG at E14.5. Data are expressed as mean ± SD (n = 3–4 samples per genotype, 3 areas per sample). Two-way ANOVA followed by *post hoc* Fisher’s multiple comparisons test; *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. ns, not significant.

To analyze the molecular changes resulting from the elimination of *Hif1a* in developing sympathetic neurons, we performed a bulk-cell RNA sequencing (experimental design in **Figure 10A**). 

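The sequenced libraries came from E14.5 embryos of non-diabetic pregnancies and comprised 2 control libraries (replicates 5 and 6) and 3 *Hif1aCKO* libraries (replicates 3, 4, and 5). Cells were sorted for eGFP under the peripherin promoter, which marks peripheral neurons, and for tdTomato, which *Isl1-Cre* switches on, and each library was made from 100 cells. Controls carried *Isl1-Cre* and 1 floxed *Hif1a* allele, whereas *Hif1aCKO* embryos carried *Isl1-Cre* and only floxed alleles. The authors trimmed the reads, removed ribosomal and vector sequences, mapped the remaining reads to GRCm38, and counted the reads on each gene without reads that map to several places. The deposited values are these counts, without normalization, for 20224 genes listed by Ensembl identifier. The counts summed to 8517433 and 9700887 in control replicates 5 and 6, and to 8254211, 8502859, and 8871935 in *Hif1aCKO* replicates 3, 4, and 5. The paper gives 32 M to 73 M reads per library before trimming, and the values here rest on the reads counted on genes. Gene names and positions were taken from GENCODE release M21 on GRCm38, which holds 20195 of the identifiers.

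Genotypes were compared with edgeR's quasi-likelihood test after TMM normalization, over the 15032 genes kept by its filter on low counts. Normalized counts were divided by the total count times the TMM factor of the library and scaled to the mean effective library size of the genes kept. A gene was called at a Benjamini-Hochberg adjusted p-value under 0.05, a log2 fold change above 0.3 or below -0.3, and a mean normalized count of at least 50, which are the thresholds the paper states for its DESeq2 analysis. The biological coefficient of variation across genes was 0.384. With 2 libraries against 3, an exact permutation test of a single gene cannot give a p-value below 0.1. On simulated counts with these group sizes, the test called 151 of 200 genes changed by 4-fold and 58 of 200 genes changed by 2-fold. The simulated genes varied independently of each other, and the changed genes had mean counts of at least 50. Differences between libraries that many genes share were absent, so these shares need not hold for the real libraries.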

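The deleted gene, *Hif1a* (ENSMUSG00000021109), lies on chromosome 12 of GRCm38 from 73901375 to 73947530. Its normalized count was 1832 ± 355 (SD, n = 2 libraries) in control neurons and 2208 ± 499 (SD, n = 3 libraries) in *Hif1aCKO* neurons. The log2 fold change was 0.27 (standard error 0.22, adjusted p = 0.80 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and leaving out each library in turn moved it most, to between 0.08 and 0.48. The floxed segment is exon 2 only and counts are summed over all exons of a gene, so the deletion itself could not be read from these values. *Hif1a* shares 5.60% of its exonic bases with the antisense gene *Gm15283* and 2.51% with *Gm49321* on the same strand, and the counting is not stated to use strand. *Isl1* (ENSMUSG00000042258, chromosome 13, 116298281 to 116309689), the locus that carries *Cre* in both genotypes, had 13272 ± 1016 normalized counts (SD, n = 2) in control and 8366 ± 510.0 (SD, n = 3) in *Hif1aCKO* neurons. *Prph* (ENSMUSG00000023484, chromosome 15, 99055174 to 99058978) had 5214 ± 1046 (SD, n = 2) and 5799 ± 790 (SD, n = 3) normalized counts, with overlapping groups. Its log2 fold change of 0.15 changed sign, to -0.040, without control replicate 5.

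Sex-linked genes divided the libraries across the genotypes. The X-linked *Xist* had 3974 counts in control replicate 5 and 4597 in *Hif1aCKO* replicate 3, and between 1 and 3 counts in the other libraries. The Y-linked *Ddx3y* had 1417 counts in control replicate 6, 1187 and 1153 in *Hif1aCKO* replicates 4 and 5, and at most 1 in the other libraries.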

Each biological replicate for the bulk RNA-seq analysis contained 100 *Prph-*eGFP^+^ and tdTomato^+^ FACS-sorted single cells from the E14.5 stellate ganglia and thoracic sympathetic chain.

**Figure 10:**
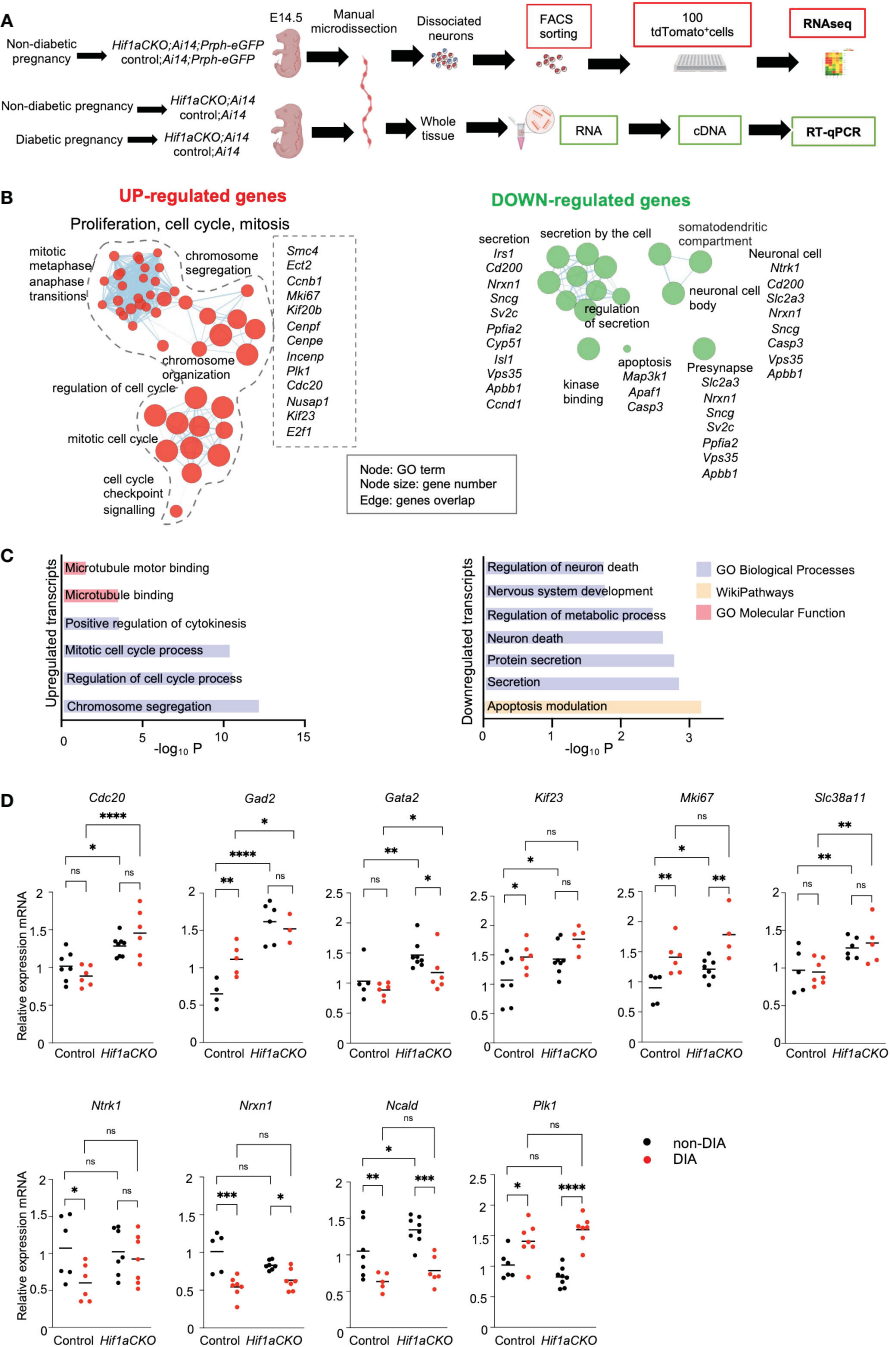
*Hif1a*-mediated transcription signature in sympathetic neurons. **(A)** Workflow depicts microdissection, dissociation, fluorescence-activated cell sorting (FACS) of single tdTomato^+^ and *Prph-*eGFP^+^ sympathetic neurons from control-*Ai14*;*Prph-eGFP* and *Hif1aCKO-Ai14;Prph-eGFP* non-diabetic embryos for a bulk of 100 cell RNA-seq analysis. RT-qPCR analyses were performed using RNA isolated from the microdissected sympathetic chain from E14.5 control and *Hif1aCKO* embryos from diabetic and non-diabetic pregnancies. Created with BioRender.com. **(B)** Gene set enrichment map of downregulated and upregulated differentially expressed genes visualized by the network. The complete list of identified down- and up-differentially expressed genes (adjusted p-value < 0.05, fold change >0.3, and <−0.3 cutoff values) is in **Supplementary Data 1**. Each node represents a Gene Ontology (GO) term; edges are drawn when there are shared genes between two GO terms. Each GO set cluster was assigned representative keywords; a full list of significant GO terms is available in **Supplementary Data 1**. **(C)** The bar graphs demonstrate a significant enrichment of GO terms, which reflect notable changes in sympathetic neurons. **(D)** The expression of RNA-seq-identified differentially expressed genes was analyzed by qRT-PCR. RNA mRNA was isolated from the microdissected secondary sympathetic chain of diabetic and non-diabetic control-*Ai14* and *Hif1aCKO-Ai14* embryos. Two-way ANOVA followed by *post hoc* Fisher’s multiple comparisons test; *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, ns, not significant. Abbreviations: *Cdc20*, cell division cycle 20; *Gad2*, glutamic acid decarboxylase 2; *Gata2*, GATA binding protein 2; *Kif23*, kinesin family member 23; *Mki67*, antigen identified by monoclonal antibody Ki 67; *Ncald*, neurocalcin delta; *Ntrk1*, neurotrophic tyrosine kinase receptor, type 1; *Nrxn1*, neurexin I; *Plk1*, polo like kinase 1; *Slc38a11*, solute carrier family 38, member 11.

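In the comparison of *Hif1aCKO* with control neurons, 0 of 15032 genes passed the thresholds in edgeR's quasi-likelihood test, and the smallest adjusted p-value was 0.446 after Benjamini-Hochberg adjustment. At an unadjusted p-value under 0.05 there were 1153 genes. The alternative that moved the number of calls most was DESeq2, the tool the paper used. With the same thresholds DESeq2 called 60 genes, 30 lower and 30 higher in *Hif1aCKO* neurons, and with an adjusted p-value under 0.055 it called 68 genes, 36 lower and 32 higher. The smallest p-values in the quasi-likelihood test belonged to *Pttg1* (log2 fold change 1.10), *Map3k1* (-1.48), *Rbm45* (3.15), *Ecel1* (-1.81), and *Isl1* (-0.67).

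Of the 68 genes in Supplementary Data 1, edgeR tested 67, and all 67 changed in the direction the paper lists, with 0 called. The groups of libraries did not overlap for 66 of the 67, where chance gives 20% of genes, and 25.7% of all genes tested had groups that did not overlap. The adjusted p-value over the list alone was under 0.05 for 67 genes. The shared direction, the separation of the groups, and these p-values are not independent evidence, because the study chose the list on these libraries. DESeq2 called 59 of the 68 genes, and 65 at an adjusted p-value under 0.055. The listed gene that was not tested is *Gm10260*, named *Rps18-ps6* in the supplement. It had 1 and 276 counts in control replicates 5 and 6 and at most 1 in the *Hif1aCKO* libraries, so its difference rests on control replicate 6.

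**Figure D1:**
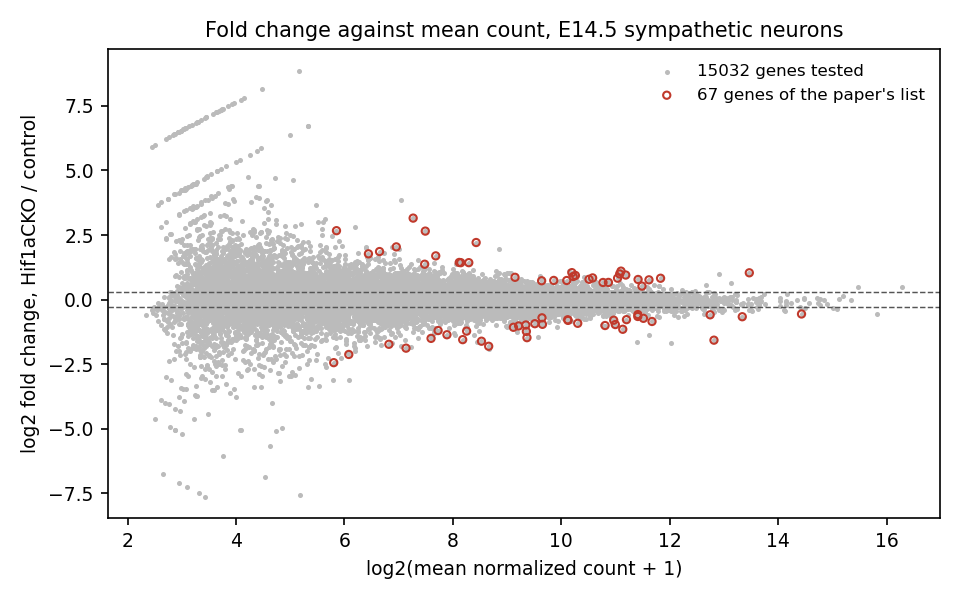
Log2 fold change (*Hif1aCKO* against control, y axis) against the log2 of the mean normalized count plus 1 (x axis) for the 15032 genes tested, with circles around the genes of Supplementary Data 1 and dashed lines at the thresholds of 0.3 and -0.3. The 67 listed genes that were tested lie on the side of 0 that the paper lists, and 0 genes passed the thresholds.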

Differential expression analysis identified 36 downregulated and 32 upregulated transcripts of protein-coding genes in *Hif1aCKO* neurons (**Supplementary Data 1**). 

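Gene Ontology terms were not analysed here. In their place, lists of genes written before the data were examined stood for phases of the cell cycle, and each list was compared with all other tested genes by limma's camera, two-sided, with the preset correlation between genes and Benjamini-Hochberg adjustment over 14 lists. The list of the G2/M phase held 54 genes, of which 52 were higher and 2 lower in *Hif1aCKO* neurons, with a median log2 fold change of 0.51 (adjusted p = 4.7e-28 from limma's camera). All *Hif1aCKO* libraries lay above both control libraries for 37 of these genes, and groups that do not overlap arise by chance for 20% of genes over both directions. The list's median deviation from the mean of the 5 libraries, on the log2 scale, was -0.19 and -0.40 in control replicates 5 and 6 and 0.15, 0.37, and 0.09 in *Hif1aCKO* replicates 3, 4, and 5. Over all genes tested 0 of the 54 genes were called, 32 had an unadjusted p-value under 0.05, and 22 had a p-value under 0.05 adjusted over the list alone. The list shares 11 genes with Supplementary Data 1, and without them its median was 0.42 (camera adjusted p = 3.3e-18). Of the 14 lists, 4 had a camera adjusted p-value under 0.05, and none of these calls held under an estimated correlation (0 lists) or under fry (0 lists). For the G2/M list the adjusted p-value moved most under the estimated correlation, to 0.496. After the result was seen, *Hif1aCKO* replicates 3 and 4 were also set against the remaining libraries. That split had a G2/M median of -0.42 and an unadjusted p of 1.6e-26 from camera with the preset correlation. The small camera p-value therefore cannot by itself tell an effect of the genotype from differences between single libraries.

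The S phase list of 43 genes had 34 higher and 9 lower genes and a median log2 fold change of 0.17 (camera adjusted p = 8.5e-04). Of these genes 0 had a p-value under 0.05 adjusted over the list alone and 6 an unadjusted p-value under 0.05. Without *Hif1aCKO* replicate 5 the median was 0.045 and the camera adjusted p-value 0.249.

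**Figure D2:**
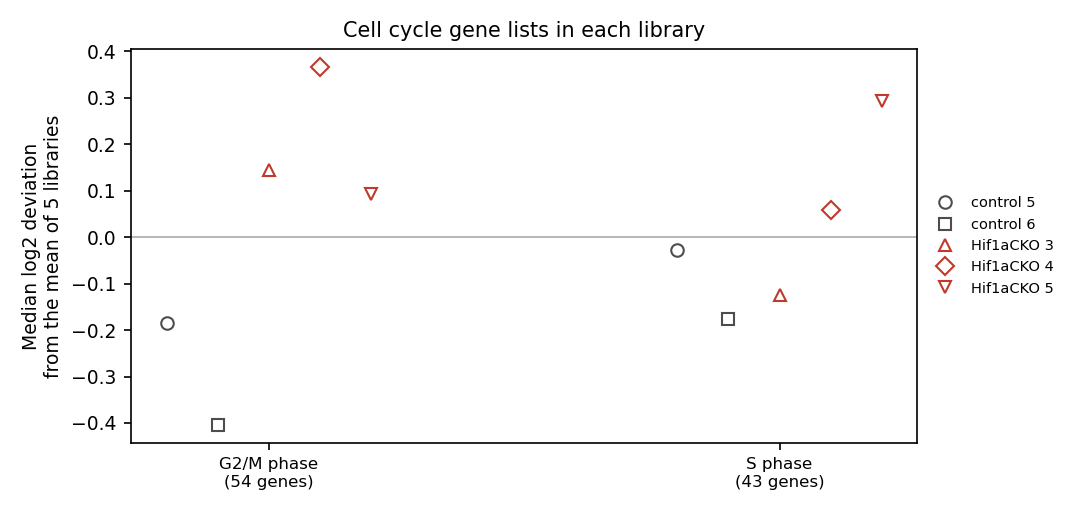
Median log2 deviation of a list's genes from their mean over the 5 libraries (y axis) for the G2/M and S phase lists (x axis), with 1 point per library. The G2/M median is -0.19 and -0.40 in the control libraries and between 0.09 and 0.37 in the *Hif1aCKO* libraries.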

Functional enrichment analysis of the set of upregulated genes demonstrated a significant enrichment of Gene Ontology (GO) categories associated with *proliferation*, *cell cycle*, and *mitosis*, likely reflecting the main compensatory mechanisms for aberrant neuronal development (**Figures 10B, C**; **Supplementary Data 1**). For example, upregulated genes encoding proteins are involved in cell cycle and mitosis regulation including *Cdc20*, the coactivator of mitotic progression, which is also required for dendrite development (63); the transcription factor *E2f1*, which is important for cell cycle progression and apoptosis (64); cyclin B1 (*Ccnb1*) (65); *Kif23*, which is important for cell division and implicated in neuronal migration (66); *Cenpe*, *Cenpf*, and *Mki67*, which are important for cell cycle and mitosis (67); and *Mcc*, which is a regulator of cell cycle and Wnt/β-catenin signaling pathway (68). Additionally, we detected an elevated expression of glutamic acid decarboxylase 2 (*Gad2*), the enzyme that catalyzes the formation of γ-aminobutyric acid (GABA) from glutamic acid. 

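Normalized counts of all 8 of these genes were higher in each of the 3 *Hif1aCKO* libraries than in both control libraries. The paper picked the genes as upregulated from these same libraries, so this separation is not independent evidence. *Cdc20* (ENSMUSG00000006398, chromosome 4, 118432901 to 118437352) rose from 1494 ± 74.8 (SD, n = 2) to 2883 ± 701 (SD, n = 3) normalized counts. Its log2 fold change was 0.95 (standard error 0.21, adjusted p = 0.586 from edgeR's quasi-likelihood test), and it shares 2.84% of its exonic bases with the antisense gene *Elovl1*. *E2f1* (ENSMUSG00000027490, chromosome 2, 154559407 to 154569892) had the lowest counts, 35 ± 6.83 (SD, n = 2) in control and 120 ± 6.4 (SD, n = 3) in *Hif1aCKO* neurons, and the largest log2 fold change of the 8 genes, 1.77 (standard error 0.41). *Mcc* (ENSMUSG00000071856, chromosome 18, 44425060 to 44812182) had a log2 fold change of 1.44 (standard error 0.27, adjusted p = 0.562 from the same edgeR test) and shares 4.24% of its exonic bases with the antisense gene *A930012L18Rik*. *Kif23* (ENSMUSG00000032254, chromosome 9, 61915905 to 61946774) had a log2 fold change of 1.04, which ranged from 0.75 to 1.40 when each library was left out in turn.

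The log2 fold change was 0.76 for *Ccnb1* (ENSMUSG00000041431, chromosome 13, 100778650 to 100786570), 0.84 for *Cenpe* (ENSMUSG00000045328, chromosome 3, 135212537 to 135273611), 0.83 for *Cenpf* (ENSMUSG00000026605, chromosome 1, 189640606 to 189688086), and 0.78 for *Mki67* (ENSMUSG00000031004, chromosome 7, 135689784 to 135716361). DESeq2 gave *E2f1* an adjusted p-value of 0.0540 and called the other 7 genes. The 13 genes named among the upregulated clusters of Fig. 10B had log2 fold changes from 0.52 to 1.77 with a median of 0.84. From the enrichment of cell cycle and mitosis terms among the upregulated genes, the paper proposes compensatory mechanisms for aberrant neuronal development.

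**Figure D3:**
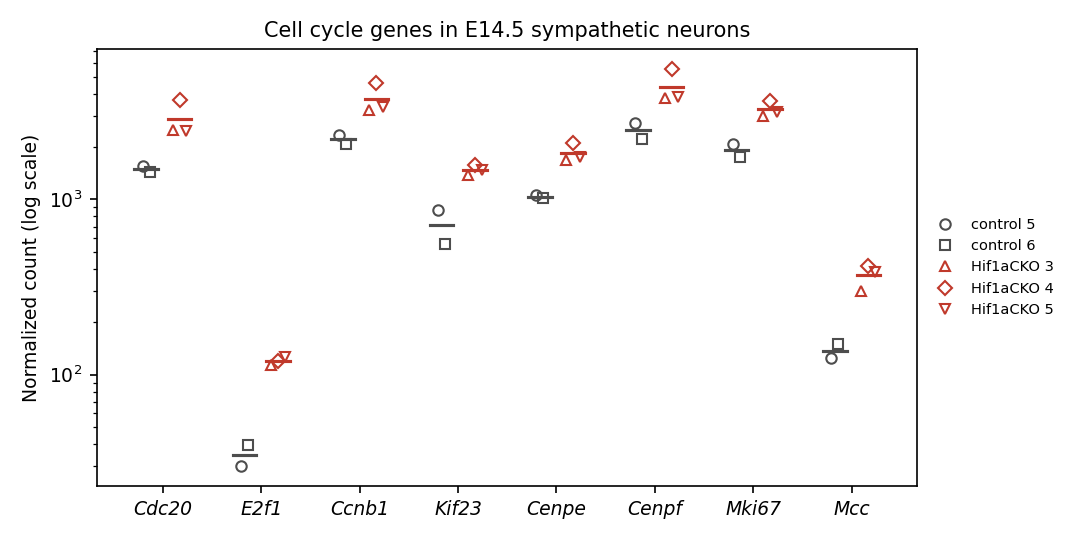
Normalized counts (y axis, log scale) of the 8 cell cycle genes in each library (points), with lines at the means of the 2 control and 3 *Hif1aCKO* libraries. For each gene all 3 *Hif1aCKO* libraries lie above both control libraries. The paper picked these genes from the same libraries.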

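*Gad2* (ENSMUSG00000026787, chromosome 2, 22622205 to 22693874) had a normalized count of 87.2 ± 21.9 (SD, n = 2) in control and 282 ± 146 (SD, n = 3) in *Hif1aCKO* neurons. The log2 fold change was 1.69 (standard error 0.47, adjusted p = 0.598 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it stayed between 1.22 and 1.99 when each library was left out in turn. DESeq2 gave an adjusted p-value of 0.0560 and did not call the gene. Each *Hif1aCKO* library lay above both control libraries, which is not independent evidence because the paper picked the gene from these libraries.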

GABAergic signaling, the main inhibitory neurotransmitter system, is important in sympathetic and cardiovascular regulation (69). *Slc38a11*, a member of the SLC38 family of amino acid transporters, was upregulated, although its function and substrate specificity are unknown (70). Moreover, elevated levels of *Gata2*, a key transcription factor expressed in developing sympathetic neurons (71), were found in *Hif1aCKO* neurons.

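*Slc38a11* (ENSMUSG00000061171) lies on chromosome 2 from 65316430 to 65364034. It had 108 ± 62.9 (SD, n = 2) normalized counts in control and 499 ± 166 (SD, n = 3) in *Hif1aCKO* neurons, a log2 fold change of 2.21 (standard error 0.44). The adjusted p-value was 0.567 in edgeR's quasi-likelihood test and 1.7e-04 in DESeq2, which called the gene. Leaving out each library in turn gave log2 fold changes from 1.70 to 2.96.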

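Normalized counts of *Gata2* (ENSMUSG00000015053, chromosome 6, 88193891 to 88207032) were 785 ± 116 (SD, n = 2) in control and 1458 ± 189 (SD, n = 3) in *Hif1aCKO* neurons. Its log2 fold change of 0.89 (standard error 0.19) had an adjusted p-value of 0.586 in edgeR's quasi-likelihood test and of 0.00324 in DESeq2. With each library left out in turn it ranged from 0.74 to 1.05.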

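Of the lists written before the data were examined, the list of synapse and vesicle release genes held 41 tested genes, 16 higher and 25 lower in *Hif1aCKO* neurons, with a median log2 fold change of -0.20 (adjusted p = 0.00398 from limma's camera). All *Hif1aCKO* libraries lay below both control libraries for 15 of these genes, where chance gives 20% over both directions. The list holds 4 genes of Supplementary Data 1, and without them the median was -0.13 (camera adjusted p = 0.135). Over all genes tested 0 of its genes were called, while 12 had an unadjusted p-value under 0.05 and 4 a p-value under 0.05 adjusted over the list alone. Its median was 0.10 and 0.15 above the mean of the libraries in control replicates 5 and 6, 0.01 above it in *Hif1aCKO* replicate 3, and -0.10 and -0.15 from it in *Hif1aCKO* replicates 4 and 5, on the log2 scale.

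The list of HIF-1 targets had 8 higher and 30 lower genes and a median log2 fold change of -0.23 (camera adjusted p = 1.1e-04). Of these genes 8 had an unadjusted p-value under 0.05 and 1 a p-value under 0.05 adjusted over the list alone, with 0 called over all genes. The list of sympathetic neuron genes had 9 higher and 13 lower genes and a median of -0.21 (camera adjusted p = 0.0723), and the median was -0.059 without control replicate 6. Here 9 genes had an unadjusted p-value under 0.05 and 2 a p-value under 0.05 adjusted over the list alone. The apoptosis list had 14 higher and 13 lower genes and a median of 0.0099 (camera adjusted p = 0.664), with 3 genes at an unadjusted p-value under 0.05 and 2 adjusted over the list alone. Among its genes, *Apaf1* (log2 fold change -1.20) was lower in all 3 *Hif1aCKO* libraries than in both control libraries. The 16 genes named among the downregulated clusters of Fig. 10B had a median log2 fold change of -0.96, and all 3 *Hif1aCKO* libraries lay below both control libraries for each of the 16. The lists of HIF-1 targets, sympathetic neuron, and apoptosis genes hold 1, 1, and 2 genes of Supplementary Data 1. The genes of Fig. 10B were picked from these libraries, so these values are not independent evidence.

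**Figure D4:**
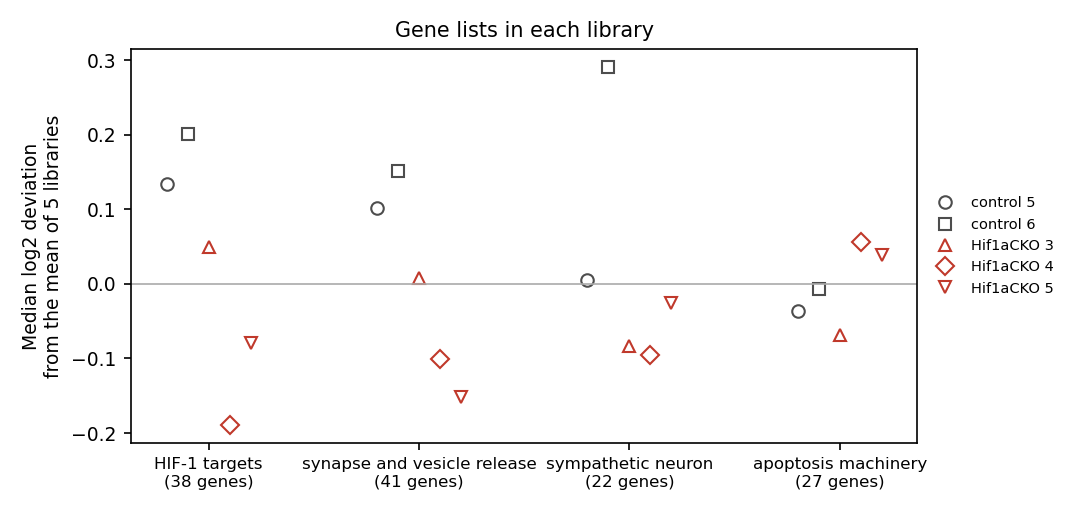
Median log2 deviation of a list's genes from their mean over the 5 libraries (y axis) for the lists of HIF-1 targets, synapse and vesicle release, sympathetic neuron, and apoptosis genes (x axis), with 1 point per library. The HIF-1 targets lie at 0.13 and 0.20 in control replicates 5 and 6 and at 0.049, -0.19, and -0.079 in *Hif1aCKO* replicates 3, 4, and 5.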

The GO analysis of downregulated genes revealed a notable enrichment of biological processes linked to *nervous system development*, *neuron death*, *secretion*, and *synapse function*, indicating significant alternations in neuronal development, survival, and function. The downregulated set included genes such as HIF-1, regulated and highly expressed in neurons glucose transporter (*Slc2a3*) (72), the neuronal calcium sensor neurocalcin delta (*Ncald*) (73), a synaptic organizer and adhesion molecule neurexin 1 (*Nrxn1*) (74), and neurotrophic receptor tyrosine kinase 1, *Ntrk1* (also known as *TrkA*), a receptor for nerve growth factor with a key role in the regulation of proliferation, differentiation, and survival of sympathetic neurons (75, 76).

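*Slc2a3* (ENSMUSG00000003153, chromosome 6, 122727809 to 122801640) had 3344 ± 957 (SD, n = 2) normalized counts in control and 1506 ± 259.8 (SD, n = 3) in *Hif1aCKO* neurons. Its log2 fold change was -1.15 (standard error 0.21, adjusted p = 0.521 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and stayed between -1.42 and -0.83 when each library was left out in turn. *Ncald* (ENSMUSG00000051359, chromosome 15, 37366175 to 37792570) fell from 8582 ± 143 (SD, n = 2) to 5695 ± 888 (SD, n = 3) normalized counts, a log2 fold change of -0.59 (standard error 0.14). It shares 4.04% of its exonic bases with the antisense gene *Gm28221* and 3.33% with *Gm49397* on the same strand. For both genes the difference between the means was larger than either SD, which is not independent evidence because the paper picked them from these libraries. DESeq2 called both, with adjusted p-values of 1.7e-04 for *Slc2a3* and 0.0378 for *Ncald*.

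**Figure D5:**
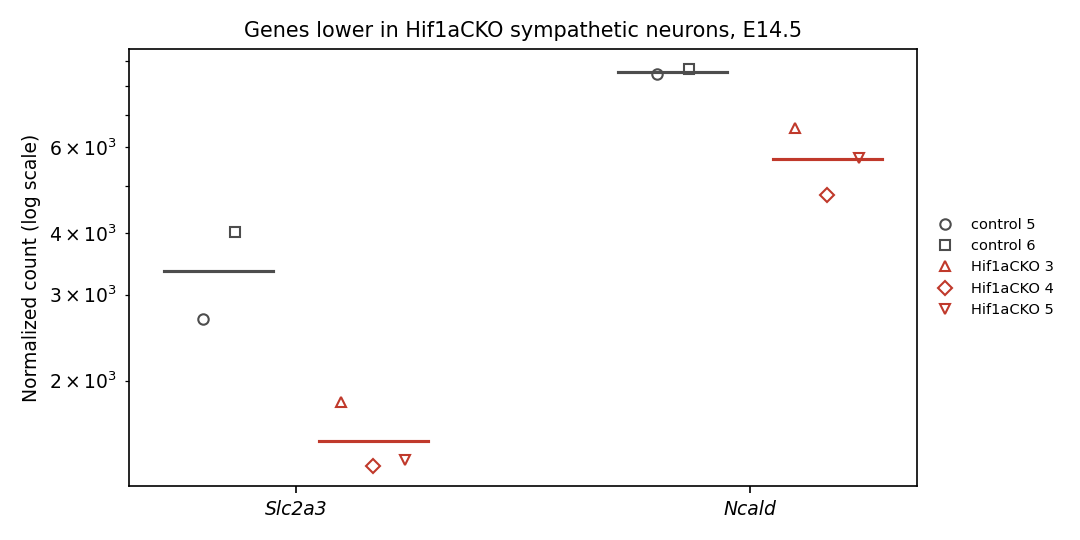
Normalized counts (y axis, log scale) of *Slc2a3* and *Ncald* in each library (points), with lines at the means of the 2 control and 3 *Hif1aCKO* libraries. For both genes all *Hif1aCKO* libraries lie below both control libraries. The paper picked both genes from the same libraries.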

Using our RNA-seq data, we selected specific genes for qRT-PCR analysis to examine their expression in the sympathetic chain ganglia of control and *Hif1aCKO* embryos from non-diabetic and diabetic pregnancies at E14.5 (experimental design in **Figure 10A**). Consistent with the RNA-seq results, we found significantly increased expression levels of several selected genes, including *Cdc20*, *Gad2*, *Gata2*, *Kif23*, *Mki67*, and *Scl38a11*, in *Hif1aCKO* compared to the control group (**Figure 10D**). Additionally, some of these genes (*Gad2*, *Kif23*, and *Mki67*) were also upregulated in the sympathetic chain ganglia of control embryos exposed to maternal diabetes. While there was no additive effect of maternal diabetes in conjunction with *Hif1a* deletion on their expression, these results suggest possible compensatory mechanisms associated with proliferation, cell cycle, and mitosis in response to the adverse diabetic environment or *Hif1a* deficiency in developing sympathetic neurons. Interestingly, genes associated with synapse function, such as *Nrxn1* and *Ncald*, exhibited reduced expression in both control and *Hif1aCKO* embryos from diabetic pregnancies. In contrast, *Plk1* encoding Polo-like kinase 1, a regulator of mitosis (77), was upregulated by maternal diabetes but not affected by *Hif1a* deletion. Overall, these results align with our analyses of cellular changes in sympathetic chains, with no observed additive combinatorial effect of *Hif1a* mutation in the diabetic environment.

## 4 Discussion

This study investigates the combined impact of the *Hif1a-*deficient sympathetic system and maternal diabetes on heart development, specifically focusing on cardiac innervation, coronary artery formation, and the development of postganglionic sympathetic neurons of the cardiac sympathetic system. It provides the first comprehensive analysis of how maternal diabetes exposure affects the development of the cardiac sympathetic system, highlighting the combined impact of the *Hif1a-*deficient sympathetic system and the maternal diabetes environment on the heart. Inadequate activation of the HIF-1α regulatory pathway, particularly in the context of maternal diabetes, may contribute to abnormalities in the cardiac sympathetic system.

Diabetic pregnancies are associated with an increased incidence of congenital anomalies (78, 79) and an increased risk of fetal and infant death (80). The risk of fetal death is over four times higher, and the risk of infant death is nearly doubled in diabetic pregnancies (80). Furthermore, both human and animal studies indicate that exposure to diabetes *in utero* increases cardiovascular risk factors in the offspring, with long-term consequences for cardiovascular and metabolic health (37, 79, 81–83). Given the known associations between sympathetic defects and conditions like sudden infant death syndrome, cardiac arrhythmic death, and certain congenital heart defects in children (23, 24), we hypothesize that the *Hif1a* deficiency combined with maternal diabetes may further compromise the development of the cardiac sympathetic system. This compromise could potentially contribute to cardiac abnormalities and heightened health risks.

Consistent with our previous research (29), we observed a significant deficiency in cardiac sympathetic innervation and the development of neuroendocrine chromaffin cells in *Hif1aCKO* mice. Notably, the combination of the *Hif1a*-deficient sympathetic system and exposure to maternal diabetes accelerated the impairment of sympathetic innervation in the developing heart. Additionally, the negative impact on the size of the adrenal medulla in *Hif1aCKO* was further amplified by maternal diabetes, indicating an additive effect of *Hif1a* deletion and diabetes exposure. Chromaffin cells of the adrenal medulla are an important component of the sympathetic system and modulators of metabolic stress responses (84).

Previously, we reported a 40% increased neonatal mortality rate among *Hif1aCKO* mice (29). A similar reduced survival was also reported for mice with germline deletion of *Th*, although the cause of death in these mice was undetermined (1). In the current study, considering the coordinated development of peripheral sympathetic innervation and the coronary arterial network, we investigated the presence of anomalies in the coronary vasculature. We used genetically labeled coronary arteries in the *Cx40:eGFP* knock-in model (47) to examine coronary vascular development. While we observed abnormalities in the architecture of coronary arteries of *Hif1aCKO* embryos, they alone cannot account for the 40% neonatal mortality in *Hif1aCKO*.

Given the implication of the sympathetic nervous system in heart size regulation and cardiomyocyte proliferation (19, 20), we compared the size of the heart and the compact myocardial wall thickness. Exposure to maternal diabetes and *Hif1a* mutation had adverse effects on both heart size and compact myocardium of the LV and RV. We did not detect an additive effect of the combination of the *Hif1a-*deficient sympathetic system and the diabetic environment on these parameters compared to diabetic control embryos. The reduction in ventricular wall thickness observed in mutant and diabetes-exposed embryos, in comparison to non-diabetic controls, implies a corresponding decrease in the absolute amount of microvasculature. Consequently, this reduction is anticipated to impact myocardial perfusion and oxygenation. Moreover, dilated subepicardial veins and coronary arteries in the myocardium in both diabetic and non-diabetic *Hif1aCKO*, as well as diabetic control embryos, indicate compromised cardiac function. Increased thickness of the interventricular septum in these hearts suggests a compensatory response to failing hearts, given the smaller heart size and thinner ventricular walls. Whether this is a secondary effect or a direct result of the deficient adrenergic innervation remains unclear.

Our assessment of the cellular and molecular changes in developing postganglionic sympathetic neurons revealed significant alternations induced by *Hif1a* deletion or maternal diabetes at E14.5. However, we did not observe an additive combinatorial effect of *Hif1a* mutation in the diabetic environment. We selected the E14.5 developmental stage of sympathetic neurons for two main reasons. First, E14.5 represents a peak exit from the cell cycle, although ∼25% of neurons are still cycling at E18.5 (8). Second, the first axons reach the heart ∼E14 (17); therefore, we hypothesize that molecular changes associated with aberrant axonogenesis of sympathetic neurons might be detectable by RNA-seq at this stage. We found a significant enrichment of upregulated genes associated with proliferation, cell cycle, and mitosis, reflecting the main compensatory mechanisms for aberrant neuronal development of *Hif1aCKO*. In contrast, downregulated genes in *Hif1aCKO* were associated with nervous system development, synaptic function, and neuronal death, indicating altered neuronal development.

It is important to acknowledge the limitations of our study design. By focusing our molecular analysis (RNA-seq) on a single time point, we obtained only limited information about the temporal aspects of these molecular changes in *Hif1aCKO* sympathetic neurons. Another limitation of this study is that bulk-cell RNA sequencing approaches provide an average of expressional differences from multiple neurons, obscuring cell-specific differences. To address these limitations, future investigations using single-cell RNA-seq will be needed to fully establish molecular differences linked to specific cell states, cell-to-cell variability, to uncover the pathways of cell lineage differentiation affected in sympathetic neurons.

In summary, our results indicate that the interplay between deficiencies in the sympathetic system and subtle structural alternations in the vasculature, microvasculature, myocardium, and septum during heart development increases the risk of fetal demise for *Hif1aCKO*. Furthermore, even normal coronary vasculature, when experiencing deficient innervation, may not adequately react to the stress associated with birth and the subsequent rapid adaptation to oxygen breathing. Specifically, insufficient vasodilatation *via* beta-adrenergic receptors could lead to compromised cardiac function and neonatal death. This hypothesis is supported by considerable variability in the degree of sympathetic innervation in *Hif1aCKO*; it is likely that those with the most severe deficit are among the 40% of neonatal deaths. Considering the rapid clearance of dead pups by the mother, this hypothesis was difficult to validate. Deficient sympathetic innervation was reported from failing human hearts (85) or animal models of heart failure (86). Both deficient sympathetic innervation of the fetal heart along with the hypoplastic adrenal medulla affecting circulating catecholamine levels found in our study can contribute to this cascade of adverse peripartum events.

## Data availability statement

The RNAseq data presented in the study are deposited in the GEO depository, accession number GSE250606.

## Ethics statement

The animal study was approved by the Animal Care and Use Committee of the Institute of Molecular Genetics, CAS, and First Faculty of Medicine, CUNI. The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

HK: Formal analysis, Investigation, Methodology, Validation, Visualization, Writing – review & editing. PH: Formal analysis, Funding acquisition, Investigation, Methodology, Validation, Visualization, Writing – original draft. RB: Data curation, Formal analysis, Investigation, Methodology, Supervision, Validation, Writing – review & editing. PA: Investigation, Methodology, Writing – review & editing. VF: Investigation, Methodology, Visualization, Writing – review & editing. DS: Conceptualization, Formal analysis, Investigation, Methodology, Supervision, Validation, Visualization, Writing – review & editing. GP: Conceptualization, Funding acquisition, Project administration, Supervision, Writing – original draft, Writing – review & editing.

# Supplementary material for: Reprogramming of the developing heart by Hif1a-deficient sympathetic system and maternal diabetes exposure
**Source:** Front Endocrinol (Lausanne). 2024 Mar 5;15:1344074. doi: 10.3389/fendo.2024.1344074
**Supplement:** Supplementary file 6

## *Supplementary Material*

### **1 Supplementary Tables and Figures**

#### **1.1 Supplementary Tables 1 - 4**

#### **1.2 Supplementary Figures 1 - 3**

**Supplementary Table S1:** Primer sequences for genotyping

| Gene symbol                                                      | Forward primer sequence           | Reverse primer sequence             |
|------------------------------------------------------------------|-----------------------------------|-------------------------------------|
| <i>Hif1a flox</i>                                                | 5'-TGCATGTGTATGGGTGTTTTG-3'       | 5'-GAAAACTGTCTGTAACTTCATTTCC-3'     |
| <i>Isl1/Cre</i>                                                  | 5'-GCCTGCATTACCGGTCGATGCAACGA-3'  | 5'-GTGGCAGATGGCGCGGCAACACCATT-3'    |
| <i>WT- TomatoAi14</i>                                            | 5'-AAGGGAGCTGCAGTGGAGTA-3'        | 5'-CCGAAAATCTGTGGGAAGTC-3'          |
| <i>Transgene-<br/>TomatoAi14</i>                                 | 5'-CTG TTCCTGTACGGCATGG-3'        | 5'-GGCATTAAAGCAGCGTATCC-3'          |
| <i>eGFP</i>                                                      | 5'-GCACGACTTCTTCAAGTCCGCCATGCC-3' | 5'-GCGGATCCTTGAA GTTCACCTTGATGCC-3' |
| <i>Cx40</i>                                                      | 5'-CTCCAATTAAC TCCTTG TGAGCC-3'   | 5'-AGGCTGAATGGTATCGCACC-3'          |
| <i>Neo</i> for e <i>GFP</i> insert<br>in Cx40:eGFP<br>genotyping |                                   | 5'-CTTGCCGAATATCATGGTG-3'           |

**Supplementary Table 2:** Primary antibodies

| Primary antibody against             | Host species | Company            | Catalog number | IHC dilution |
|--------------------------------------|--------------|--------------------|----------------|--------------|
| NeuN                                 | rabbit       | Abcam              | ab177487       | 1:500        |
| PECAM-1                              | mouse        | Santa-Cruz Biotech | sc-376764      | 1:200        |
| TH                                   | rabbit       | Merck Millipore    | ab152          | 1:500        |
| TUJ1                                 | mouse        | BioLegend          | 801202         | 1:500        |
| WGA coupled with Alexa fluor 488 dye |              | Invitrogen         | W11261         | 1:50         |

Abbreviations:; NeuN, neuronal nucleus marker; PECAM, platelet endothelial cell adhesion molecule; TH, tyrosine hydroxylase; TUJ1, neuron-specific class III beta-tubulin; WGA, Wheat Germ Agglutinin.

**Supplementary Table 3:** Secondary antibodies

| Secondary antibody                                                                  | Company                | <i>Catalog number</i> | Dilution |
|-------------------------------------------------------------------------------------|------------------------|-----------------------|----------|
| Alexa Fluor® <b>488</b> -conjugated AffiniPure Donkey Anti- <b>Mouse</b> IgG (H+L)  | Jackson ImmunoResearch | 715-545-150           | 1:500    |
| Alexa Fluor® <b>594</b> -conjugated AffiniPure Donkey Anti- <b>Rabbit</b> IgG (H+L) | Jackson ImmunoResearch | 711-585-152           | 1:500    |
| Cy™5 AffiniPure Goat Anti- <b>Mouse</b> IgG (H+L)                                   | Jackson ImmunoResearch | 115-175-146           | 1:200    |
| Cy™5 AffiniPure Goat Anti- <b>Rabbit</b> IgG (H+L)                                  | Jackson ImmunoResearch | 111-174-144           | 1:200    |
| Alexa Fluor® <b>647</b> -conjugated AffiniPure Donkey Anti- <b>Rabbit</b> IgG (H+L) | Jackson ImmunoResearch | 715-605-152           | 1:500    |

**Supplementary Table 4:** Primer sequences for quantitative real-time polymerase chain reaction

| Gene symbol    | Forward primer sequence            | Reverse primer sequence              |
|----------------|------------------------------------|--------------------------------------|
| <i>Cdc20</i>   | 5'-GGCTCCCCTGCAAACATTCA-3'         | 5'-TGAGCAGACGTTCCAAATGC-3'           |
| <i>Gad2</i>    | 5'-GAGGGCTCCTGTGGCAAAT-3'          | 5'-TGGAACCACCGTGTATGGGG-3'           |
| <i>Gata2</i>   | 5'-CCCAAGCTTCGATTCTGTGT-3'         | 5'-TTGACTCAGCACAATCGTCTC-3'          |
| <i>Hprt1</i>   | 5'-GCTTGCTGGTGAAAAGGACCTCTCGAAG-3' | 5'-CCCTGAAGTACTCATTATAGTCAAGGGCAT-3' |
| <i>Kif23</i>   | 5'-TGCCAACTGGTAGTCGGAAA-3'         | 5'-TTTCTTGCGCTTGGGTTGTG-3'           |
| <i>Mki67</i>   | 5'-AACCATCATTGACCGCTCCTT-3'        | 5'-TTGACCTTCCCCATCAGGGT-3'           |
| <i>Ncald</i>   | 5'-CCCCACTTCTTCAGCGTGAG-3'         | 5'-ACTCCTGGATCTCGTGCTCT-3'           |
| <i>Nrxn1</i>   | 5'-GACAACTGAGTCGACAGCCA-3'         | 5'-GGCTCACAGGGGTCAATGTC-3'           |
| <i>Ntrk1</i>   | 5'-GCCTAACCATCGTGAAGAGTG-3'        | 5'-CCAACGCATTGGAGGACAGAT-3'          |
| <i>Plk1</i>    | 5'-CACGTCGTAGGCTTCCATGA-3'         | 5'-GAATGACCTGATTGCGGTGC-3'           |
| <i>Slc38a1</i> | 5'-CAAAGACTCCCAGGAGTTGACCC-3'      | 5'-GGCCCTTGTCATTACGATTCCA-3'         |

\*Primers were designed using Primer3 and BLAST software. Abbreviations: *Cdc20*, cell division cycle20 ; *Gad2*, glutamic acid decarboxylase 2; *Gata2*, GATA binding protein 2; *Hprt1*, hypoxanthine guanine phosphoribosyl transferase; *Kif23* kinesin family member 33; *Mki67*, marker of proliferation Ki67; *Ncald*, neurocalcin delta; *Nrxn1*, neurexin; *Ntrk1*, neurotrophic tyrosine kinase receptor type 1; *Plk1*, polo like kinase 1; *Slc38a1*, solute carrier family 38 member 11.

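The table pairs each gene of the qRT-PCR analysis with a forward and a reverse primer, whose product is copied in each cycle and set against *Hprt1*. Each primer was matched without mismatches to the annotated transcripts of GENCODE release M21 on GRCm38. For 10 of the 11 pairs both primers matched in the orientation that gives a product. The products were 133 bp for *Cdc20* (exons 7 to 8, chromosome 4, 118434787 to 118435515), 94 bp for *Gata2* (exon 6), 173 bp for *Kif23* (exons 20 to 23), 151 bp for *Mki67* (exons 3 to 6), 187 bp for *Plk1*, and 117 bp for *Hprt*. *Ncald* gave 127 or 179 bp, depending on the transcript, and its forward primer matched 3 transcripts of the gene while its reverse primer matched 9. The pair labelled *Slc38a1* matched *Slc38a11* with a product of 183 bp on chromosome 2 (65350058 to 65355339) and had at least 7 mismatches to *Slc38a1*. For the *Gad2* pair as printed, the forward primer had 7 mismatches over its 19 bases to the nearest *Gad2* site. It matched 1 transcript of another gene, *Dcn*, without mismatches in the sense orientation. The reverse primer matched *Gad2* in the sense orientation, so that no annotated transcript gave a product with this pair.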

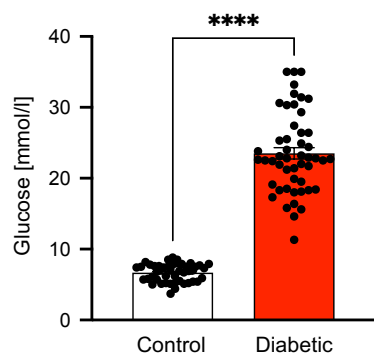

**Supplementary Figure 1.** Maternal blood glucose levels at time of embryo collections. Data are presented as mean  $\pm$  SEM (n = 46 control, n = 50 diabetic). Unpaired two-tailed *t*-test, \*\*\*\* P < 0.0001.

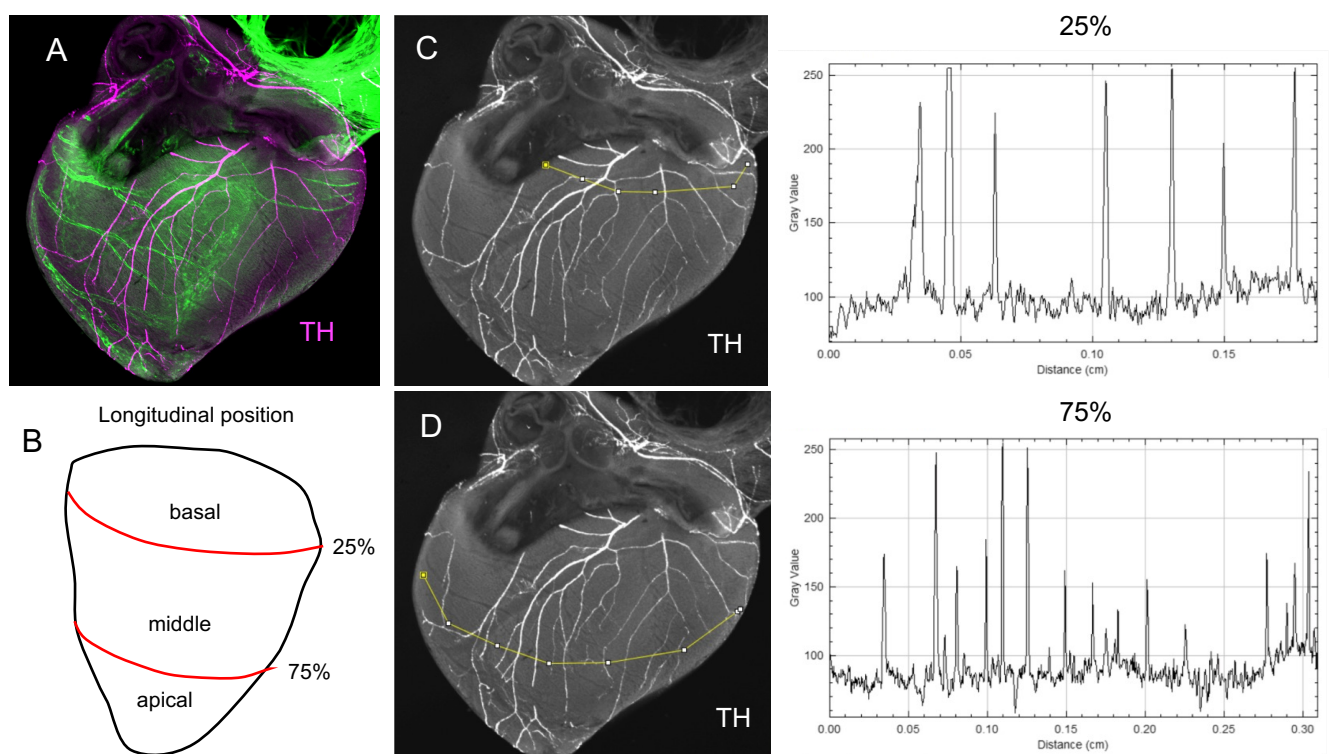

**Supplementary Figure 2.** Innervation evaluation method. **(A)** Representative image of immunolabeling of sympathetic innervation in the E17.5 heart labeled by anti-tyrosine hydroxylase (TH). **(B)** Schematics of the heart oriented with the base on the top and apex at the bottom (Valentine projection). Red lines indicate positions for 25% (basal) and 75% (apical) apex-base distance for semicircular lines to generate a profile of fluorescence intensity corresponding individual nerve fibers using ImageJ. **(C, D)** Examples of the evaluated image with drawn semicircular segmented lines (yellow) 25% basal and 75% apical with corresponding histograms.

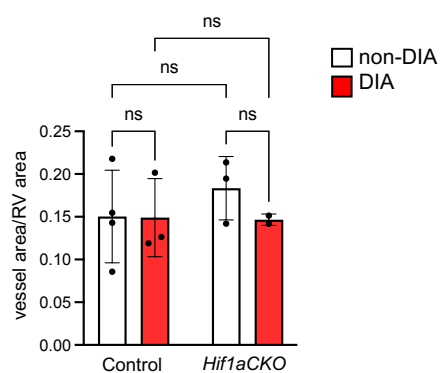

**Supplementary Figure 3.** The evaluation of the relative density of microvasculature in the right ventricle of the embryonic heart at E17.5. Data are presented as mean  $\pm$  SD. Two-way ANOVA followed by post hoc Fisher's multiple comparisons test ns, non-significant

How the deposited data were processed for this re-analysis (not part of the article)

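The data are bulk RNA-seq libraries of sympathetic neurons sorted at E14.5, with 2 control and 3 *Hif1aCKO* libraries from non-diabetic pregnancies and 100 cells per library. The authors trimmed the reads with cutadapt and Trimmomatic, removed ribosomal RNA and vector sequences with bowtie and SortMeRNA, mapped the remaining reads to the GRCm38 assembly with STAR, and counted reads per gene with Rsubread, without reads that map to several places. The deposited table holds these raw counts for each library, with no normalization. Counts were used as deposited, and all values below were computed from them. The table holds 20224 genes, of which 49 have no count in any library and 29 are not in the annotation used here for names and positions, GENCODE release M21 on GRCm38. The paper states release M8 on the same assembly.

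Total counts per library ranged from 8254211 to 9700887, and TMM factors from 0.974 to 1.03. All 5 libraries were kept. They were grouped by genotype as the sample labels give it, and the comparison was *Hif1aCKO* against control with no other term. The replicate numbers of the groups share only number 5, so no block was fitted. No sequencing batch is given in the labels or the paper's text. No pair of libraries was a duplicate, since the counts of each pair differed by more than sampling noise, with a chi-square per degree of freedom from 17.1 to 47.4.

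Differential expression was tested with edgeR (version 4.0.16) in R (version 4.3.3), with TMM normalization, filterByExpr, and the quasi-likelihood test, and p-values were adjusted by the Benjamini-Hochberg method over the 15032 genes kept. Standard errors came from the same fit. Normalized counts were divided by the total count times the TMM factor and multiplied by the mean effective library size of the genes kept. A gene was called at an adjusted p-value under 0.05, a log2 fold change above 0.3 or below -0.3, and a mean normalized count of at least 50. Gene lists were tested with camera and fry from limma (version 3.58.1) on voom values, with a preset correlation between genes of 0.01 for camera and adjustment over 14 lists. These lists were the G2/M phase, the S phase, HIF-1 targets, synapse and vesicle release, apoptosis, sympathetic neuron, motor neuron, chromaffin cell, sensory neuron, Schwann cell precursor, mesenchyme, endothelium, erythroid cell, and dissociation response genes. They were written by hand before the data were examined. Tables, primer matches, and plots were made with Python (version 3.11.15), pandas (version 2.3.3), numpy (version 2.4.6), and matplotlib (version 3.10.9).

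The alternatives were RLE and upper-quartile normalization, DESeq2 (version 1.42.0) with its default parameters and the same thresholds or an adjusted p-value under 0.055, the likelihood ratio test of edgeR, limma-voom with and without sample quality weights, no filter on low counts, at least 10 counts in every library, no threshold on the mean count, no threshold on the fold change, an adjusted p-value under 0.1, camera with an estimated correlation, fry, the lists without the genes of Supplementary Data 1, and leaving out each library in turn. Where this left 1 control library, only fold changes were computed. With 2 libraries against 3 there are 10 splits, so the smallest exact p-value for a single gene is 0.1.

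The tests were run on simulated data with the means and sizes of the real libraries and 200 changed genes. Counts were drawn independently for each gene from its estimated dispersion, and the changed genes had mean counts of at least 50. Differences between libraries that many genes share were not simulated, so the shares called need not hold for the real libraries. At 4-fold, the quasi-likelihood test called 151 of the changed genes (75.5%) and 4 unchanged genes among 14352 genes tested. At 2-fold, it called 58 (29.0%) and 12 unchanged genes among 14416. DESeq2 called 166 and 23 at 4-fold, and 89 and 28 at 2-fold, among 15032 genes. A simulated list of 50 genes shifted by 0.5 on the log2 scale had a p-value of 1.3e-13 with camera, 0.00345 with camera under the estimated correlation, and 0.00230 with fry. Of 20 unchanged lists, 1, 0, and 1 had a p-value under 0.05 in these tests. Genes of the simulated lists varied independently, so the simulation cannot show how these tests behave on lists whose genes vary together.

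The genes named were chosen by a rule set before the data were examined: *Hif1a*, *Isl1*, and *Prph*, the genes the paper names in its text or in Fig. 10, the 10 called genes with the largest change or all called genes if there are fewer, the 5 genes with the smallest p-value, 5 sex-linked genes, and members of a reported list. Genes outside it are marked where they are named. The share of exonic bases that a gene has in common with another gene was taken from the annotation, because the counting is not stated to use strand. Gene Ontology enrichment was not repeated because no ontology table was used here. Some genes that the paper names are not reported here. The qRT-PCR, imaging, and glucose measurements were not analysed here because the deposited data hold none of them, and the libraries hold no samples from diabetic pregnancies.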

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

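Both tests in this part were chosen only after the result was seen, and the genes named here were chosen after their values were seen.

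A search for signal outside the genes the paper discusses found 4 genes with at most 2 counts in both control libraries and at least 20 in each *Hif1aCKO* library. The smallest count in a *Hif1aCKO* library was 45 for *Apobec3* (chromosome 15, 79891659 to 79915906), 27 for *Neu3* (chromosome 7), 23 for *Gm42986* (chromosome 5), and 35 for *AC104328.1* (chromosome 18). Against the level that 3 counts would give, *Apobec3* was at least 17.3-fold higher in *Hif1aCKO* neurons, *Neu3* at least 14.1-fold, *Gm42986* at least 9.01-fold, and *AC104328.1* at least 19.8-fold. The same search with the groups exchanged found 3 genes, *Vwc2l*, *Gm37479*, and *Gm43021*. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment the adjusted p-values of the 4 higher genes ranged from 0.471 to 0.586, and in DESeq2 from 7.3e-04 to 0.0234. Their mean normalized counts over the 5 libraries lie under the threshold of 50, so a call by either tool was ruled out whatever the p-value.

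Of the 10 splits of the 5 libraries into 2 and 3, 6 gave as many genes of this kind in the group of 3, the real split included. A difference between single embryos that falls on the genotypes by chance therefore cannot be told apart from an effect of the genotype for these genes, because there are only 2 control libraries. Variants linked to the floxed locus are argued against as the whole cause, because 0 of the 4 genes lie on chromosome 12, which holds *Hif1a*. The mice were of mixed background, and a strain variant elsewhere in the genome could give such all-or-none counts, which was not tested. An effect of the *Hif1a* deletion stays open as well.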

How the results depend on the processing

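The alternatives were set before the data were examined. No paired analysis was possible because the groups share only replicate number 5. Where leaving out a library left 1 control, no p-value or call was computed.

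The number of genes called was 0 in edgeR's quasi-likelihood test, and it was also 0 under RLE normalization, upper-quartile normalization, limma-voom with and without weights, no filter on low counts, at least 10 counts in every library, each relaxed threshold, and in the 3 fits that each left out a *Hif1aCKO* replicate (from 0 to 0 genes). At an unadjusted p-value under 0.05 these had between 924 and 1773 genes, and their smallest adjusted p-value ranged from 0.0506 (without *Hif1aCKO* replicate 4) to 0.520 (no filter). Other tests gave other numbers. DESeq2 called 60 genes, and 68 at an adjusted p-value under 0.055, and the likelihood ratio test of edgeR called 40. The likelihood ratio test shares its counts, filter, and normalization with the quasi-likelihood test, so their gap lies in the test itself. For *Slc2a3* the log2 fold change was -1.151 in the quasi-likelihood test (adjusted p = 0.521) and -1.153 in DESeq2 (adjusted p = 1.7e-04). What in the tests makes the p-values differ was not examined. Of the genes in the paper's list, DESeq2 called 59 and the likelihood ratio test 38, against 0. The number of DESeq2 calls and their balance of directions moved with single libraries. Without *Hif1aCKO* replicate 3 there were 273 calls, 198 lower and 75 higher (49 of them shared with the 60). Without replicate 4 there were 40, 27 lower and 13 higher (28 shared). Without replicate 5 there were 36, 15 lower and 21 higher (26 shared).

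For the lists, the medians of 0.51 (G2/M), -0.23 (HIF-1 targets), 0.17 (S phase), and -0.20 (synapse) were not past the threshold under the estimated correlation (adjusted p 0.496, 0.529, 0.724, and 0.496) or fry (0.248, 0.248, 0.617, and 0.248), and the cause was not tested. The synapse median without the genes of the paper's list was -0.13. With each library left out in turn, medians ranged from 0.38 to 0.63 for G2/M, from -0.28 to -0.22 for HIF-1 targets, from 0.045 to 0.24 for the S phase (lowest without *Hif1aCKO* replicate 5), from -0.22 to -0.12 for synapse (weakest without control replicate 5), from -0.32 to -0.059 for sympathetic neuron (weakest without control replicate 6), from -0.029 to 0.040 for apoptosis, from -0.12 to 0.0061 for chromaffin cell, from -0.24 to 0.12 for dissociation response, from -0.66 to 2.73 for endothelium, from -0.56 to 2.73 for mesenchyme, from 0.08 to 0.54 for sensory neuron, from 0.07 to 1.05 for Schwann cell precursor, from 0.77 to 1.5 for erythroid cell, and from -0.73 to -0.34 for motor neuron. Apoptosis reversed to -0.01 without control replicate 5 and to -0.029 without *Hif1aCKO* replicate 4, chromaffin cell to 0.0061 without control replicate 6, dissociation response to 0.12 without control replicate 5, endothelium to 2.73 without control replicate 6 and to 0.05 without *Hif1aCKO* replicate 4, and mesenchyme to 2.73 without control replicate 5 and to 0.16 without *Hif1aCKO* replicate 4. With at least 10 counts in every library, chromaffin cell reversed to 0.017, endothelium to 0.0082, and sensory neuron to -0.20, as fewer genes are tested.

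The named genes were refitted with RLE and upper-quartile normalization, with DESeq2, with no filter on low counts, and without each library in turn, and not with the likelihood ratio test, limma-voom, or at least 10 counts in every library. Of the 54 named genes, 53 kept their direction in these alternatives, and *Prph* reversed to -0.040 without control replicate 5 (range from -0.040 to 0.37). Of their 486 values, 41 passed the threshold where the quasi-likelihood test did not, all of them with DESeq2, 23 moved by more than the spread between replicates, and 421 did neither. In edgeR's quasi-likelihood test under the normalization, filter, and *Hif1aCKO* leave-one-out alternatives of this set, adjusted p-values of the named genes ranged from 0.306 to 0.939.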

Differences from the paper's values

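For genes lower in *Hif1aCKO* neurons the paper's value is 36, and edgeR's quasi-likelihood test gave 0. For genes higher in *Hif1aCKO* neurons the paper's value is 32, and the test gave 0. At an unadjusted p-value under 0.05 the test gave 1153 genes in both directions. Of the alternatives set before the data were examined, DESeq2 with its default parameters, the tool the paper names, gave 30 lower and 30 higher genes, and DESeq2 with an adjusted p-value under 0.055 gave 36 and 32, and neither differs from the paper's values by 1.5 times or more. The likelihood ratio test of edgeR gave 25 lower genes, which is likewise within that limit, and 15 higher genes, which differ from the paper's. The normalizations, filters, relaxed thresholds, limma-voom, and the fits without a *Hif1aCKO* replicate left the gap as it was.

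Of the paper's 68 genes, DESeq2 called 59, DESeq2 at an adjusted p-value under 0.055 called 65, and the likelihood ratio test called 38. The log2 fold changes of the 67 genes tested differed from the paper's by at most 0.0117, and 0 of the 67 differ. The text gives an adjusted p-value under 0.05 as the threshold, whereas 12 of the 68 adjusted p-values in the paper's Supplementary Data 1 are 0.05 or more, the largest of the paper's being 0.054. The supplement gives the symbol *Tbx2* to an identifier that the annotation used here names *Tbx20*, with a log2 fold change of -1.73.

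The paper's reads per library are 32 M at the least and 73 M at the most, whereas the counts on genes are 8.25 M and 9.70 M. These are different stages of the processing, and every alternative uses the same counts.

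The paper reports by qRT-PCR of the whole sympathetic chain that *Plk1* was not affected by the *Hif1a* deletion, whereas in sorted neurons its log2 fold change was 0.93 (adjusted p = 0.471 in edgeR's quasi-likelihood test, called by DESeq2). *Plk1* shares 7.09% of its exonic bases with the antisense gene *Gm44985*. Fig. 10D, read by eye for direction only, shows *Ncald* higher in the *Hif1aCKO* chain than in control in non-diabetic pregnancies, whereas in sorted neurons its log2 fold change was -0.59. The paper's own sequencing value for *Ncald* is also -0.59, so the contrast lies between qRT-PCR of the chain and sequencing of sorted neurons.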

Other observations

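Tests in this part were chosen only after the result was seen, with some exceptions. The tests on GC content and gene length and the test of genomic DNA were not. The camera tests of the lists with their alternatives, and the edgeR and DESeq2 fits of *Hif1aCKO* against control, were set before the data were examined. *Th*, *Dbh*, *Fabp7*, and *Gfra3* were named after their values were seen.

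The higher G2/M list was examined for causes other than genotype. Of the 10 splits of the 5 libraries, 1, the real split, gave a median as large in size, and 10 splits cannot give a share under 0.1, so differences between single libraries cannot be told apart from an effect of the genotype. After the trend of each library on GC content and transcript length was removed, the median was 0.54, against 0.51 before on the same log2 values, which argues against such a trend as the whole cause. Between libraries with the same *Xist* and Y-linked pattern, the median was higher in each *Hif1aCKO* library than in its control by 0.33 (replicate 3 against control replicate 5), 0.77, and 0.50 (replicates 4 and 5 against control replicate 6), which argues against the sex of the embryos. Summed CPM values of 26 marker genes of glial, mesenchymal, and endothelial cells were 885 and 712 in the controls and 1121, 662, and 769 in the *Hif1aCKO* libraries, with the lowest, 662, under both controls. The most abundant of these markers was *Gfra3*, with 389 to 580 CPM, a baseline that would hide a small share of other cells, so cycling cells of these types cannot be told apart from a change in the neurons. *Fabp7* had 113 CPM in *Hif1aCKO* replicate 3 and at most 1.00 in the other libraries. A larger share of cycling cells in every phase stays open. The smallest difference of the S phase median between a *Hif1aCKO* and a control library was -0.10, with list members moving both ways, and it cannot be told apart from a change of the G2/M phase alone. A longer G2/M phase and more cycling neurons are both left as hypotheses that may explain the list.

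For the HIF-1 targets, 2 of the 10 splits gave a median as large in size, the other being *Hif1aCKO* replicates 4 and 5 against the remaining libraries (0.29), so differences between single libraries cannot be told apart from an effect of the genotype. Camera with the preset correlation gave that split an unadjusted p of 1.5e-05, and the real split 1.6e-05. On the log2 values used for the correction, the median was -0.28 before and -0.27 after the GC content and length trend was removed, which argues against that trend as the whole cause. After the same correction the sympathetic neuron list had a camera adjusted p of 0.0281, past the threshold of 0.05. Its median was -0.18 after the correction and -0.21 before. Without the correction, camera on these log2 values, with any genes that lack a GC value included, gave an adjusted p of 0.0723. The crossing therefore came with the correction or with the set of genes used for it. Handling stress stays open, since the dissociation response list had a camera p of 0.456 with members in both directions (median -0.18).

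For the DESeq2 calls, 2 of the 10 splits gave as many, and *Hif1aCKO* replicates 4 and 5 against the remaining libraries gave 428, more than the 60 of the real split, so differences between single libraries cannot be told apart from an effect of the genotype here either. The first principal component (31.7% of the variance) placed *Hif1aCKO* replicates 4 and 5 at 79.7 and 18.9 and the remaining libraries between -38.0 and -24.7. The second component (26.8%) placed these 2 replicates at opposite ends, at -37.5 and 76.7, so they do not form a single cluster. The smaller total of these replicates was 8502859, within the range of the others, which argues against depth. Genomic DNA cannot be told apart, since the median log2 shift of processed pseudogenes was 0.070 against 0.36 for TEC genes (a class of annotated transcripts that await experimental evidence), with *Hif1aCKO* replicate 5 at 0.16 and 0.15 and *Hif1aCKO* replicate 4 at 0.019 and 0.50 in these classes. A batch or differences between embryos, shared or not by these 2 libraries, stay open and were not tested.

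With all 5 libraries, the remaining lists gave no adjusted p-value under 0.05 with camera. The motor neuron list passed it without *Hif1aCKO* replicate 4 (median -0.53, adjusted p = 0.00824), and its adjusted p-values ranged from 0.00824 to 0.566 over its alternatives. The median log2 fold change was -0.54 for motor neuron (6 genes, adjusted p = 0.0723), -0.0068 for chromaffin cell (10 genes, adjusted p = 0.413), 0.36 for sensory neuron (7 genes, adjusted p = 0.664), 0.45 for Schwann cell precursor (7 genes, adjusted p = 0.664), -0.10 for mesenchyme (2 genes, adjusted p = 0.664), -0.47 for endothelium (4 genes, adjusted p = 0.878), and 1.08 for erythroid cell (1 gene, adjusted p = 0.570).

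*Th* had 2992 and 6971 normalized counts in control and 1679, 1511, and 2577 in *Hif1aCKO* neurons, a log2 fold change of -1.37 (adjusted p = 0.586 in edgeR's quasi-likelihood test, 0.317 in DESeq2). It was -0.64 without control replicate 6. *Dbh* had a log2 fold change of -0.32. The paper does not list either gene.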
